# *Greb1* is required for axial elongation and segmentation in vertebrate embryos

**DOI:** 10.1242/bio.047290

**Published:** 2020-02-11

**Authors:** Ravindra Singh Prajapati, Richard Mitter, Annalisa Vezzaro, David Ish-Horowicz

**Keywords:** Tailbud, Neural tube, Axial stem cells, Somites, Transcriptome, Progenitors, Clock

## Abstract

During vertebrate embryonic development, the formation of axial structures is driven by a population of stem-like cells that reside in a region of the tailbud called the chordoneural hinge (CNH). We have compared the mouse CNH transcriptome with those of surrounding tissues and shown that the CNH and tailbud mesoderm are transcriptionally similar, and distinct from the presomitic mesoderm. Amongst CNH-enriched genes are several that are required for axial elongation, including *Wnt3a*, *Cdx2*, *Brachyury/T* and *Fgf8*, and androgen/oestrogen receptor nuclear signalling components such as *Greb1*. We show that the pattern and duration of tailbud *Greb1* expression is conserved in mouse, zebrafish and chicken embryos, and that *Greb1* is required for axial elongation and somitogenesis in zebrafish embryos. The axial truncation phenotype of *Greb1* morphant embryos can be explained by much reduced expression of *No tail* (*Ntl/Brachyury*), which is required for axial progenitor maintenance. Posterior segmentation defects in the morphants (including misexpression of genes such as *mespb*, *myoD* and *papC*) appear to result, in part, from lost expression of the segmentation clock gene, *her7*.

## Abstract (precis)

**Summary:** The Greb1 transcriptional cofactor is expressed in the vertebrate tailbud and required for axial extension and segmentation of developing vertebrate embryos.

## INTRODUCTION

Vertebrate embryos develop in a highly organized fashion, progressively laying down axial tissues as they elongate along the anteroposterior embryonic axis (Brown and Storey, 2000; Catala et al., 1996; Wilson and Beddington, 1996; Wilson et al., 2009). Serial transplantation and other lineage tracing studies in mouse and chick have shown that a self-maintaining region in the tailbud called the chordoneural hinge (CNH) includes multipotent stem-cell-like progenitors for axial structures (Brown and Storey, 2000; Catala et al., 1996; Wilson and Beddington, 1996; Wilson et al., 2009). These include bipotent neuromesodermal progenitors (NMPs) that can generate both neural and mesodermal cells (Cambray and Wilson, 2002; Cambray and Wilson, 2007; McGrew et al., 2008; Selleck and Stern, 1991; Tam and Tan, 1992; Tzouanacou et al., 2009).

Adjacent to the CNH is the tailbud mesoderm (TBM) that contains the unsegmented precursors of the paraxial mesoderm; the presomitic mesoderm (PSM; Fig. 1A). During elongation, the PSM is displaced posteriorly while its anterior buds off a series of somites, epithelial balls that develop into segmental mesodermal structures such as the axial skeleton and musculature (reviewed in Pourquié, 2011).

**Fig. 1.**
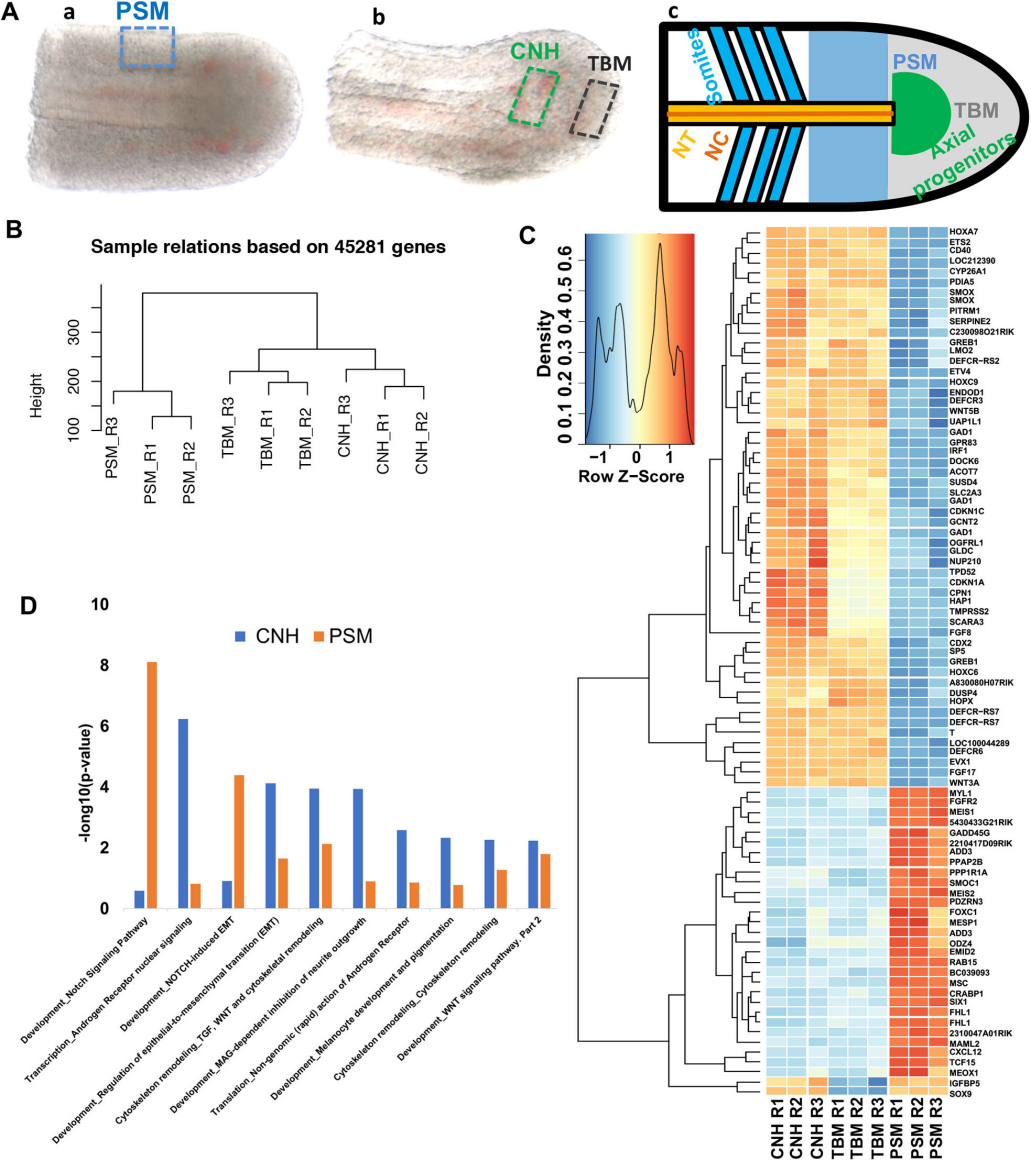
**CNH transcriptome is distinct from PSM.** (A) Dissection of PSM, CNH and TBM of mouse at E10.5; (a) dorsal view of E10.5 tail, blue dashed rectangle represents dissected PSM and, (b) lateral view of a after removing PSM from last somite till end of tail, green dashed rectangle represents dissected CNH, black dashed rectangle represents dissected TBM; (c) schematic of tail regions with anterior to the left. Text colours correspond to those of different posterior axial regions colours (NT, neural tube; NC, notochord; PSM, presomitic mesoderm; TBM, tail bud mesoderm). Two biological and one technical replicates were performed for all three tissues (PSM, TBM and CNH). (B) A dendrogram illustrating the replicates' reproducibility, derived by hierarchical clustering of their transcriptomes (see Materials and Methods). (C) Heatmap showing differentially expressed genes (fold change >2 and <−2, and *P*-value <0.05) in the CNH, TBM and PSM. (D) Pathway enrichment analysis (see Materials and Methods). y-axis shows -log_10_(*P*-value) with enriched GO terms along the x-axis.

Several studies have illuminated how axial progenitors are maintained during anteroposterior elongation. Briefly, a positive feedback loop between Brachyury/T and Wnt3a maintains axial progenitors in the tail bud (Martin and Kimelman, 2010; Wilson et al., 2009). In parallel, Fgf signalling protects axial progenitors from differentiation induced by retinoic acid (RA) that is secreted by differentiating and young somites and diffuses into the PSM (Diez del Corral et al., 2003; Olivera-Martinez et al., 2012; Ribes et al., 2009).

However, Fgf8, Wnt3 and T are all expressed in much larger domains than the CNH and so do not specifically distinguish axial progenitors from more specialised cells such as the TBM. Transcriptome analysis of dissected axial progenitor tissue during the period of axial elongation and of *in vitro*-derived NMPs has identified genes that are differentially expressed between progenitors and presomitic mesoderm cells (Gouti et al., 2017; Olivera-Martinez et al., 2014; Wymeersch et al., 2019). However, the functional significance of many of these genes has yet to be defined.

In this paper, we explore the transcriptional profiles of the CNH, TBM and PSM of E10.5 mouse embryos. We find that the CNH transcriptome is very similar to that of the TBM, and significantly different from that of the PSM. Several genes are expressed in both the CNH and TBM but not in the PSM, although none exclusively mark the CNH. Amongst the CNH-enriched transcripts is *Greb1*, which encodes a transcriptional co-activator for androgen/oestrogen hormone signalling. We show that *Greb1* is expressed in the tailbud in mouse, chick and zebrafish embryos, and is required for axial progenitor maintenance and somite compartmentalisation in zebrafish. Our results indicate that Greb1 plays an evolutionarily-conserved role during vertebrate axial extension and segmentation.

## RESULTS AND DISCUSSION

### CNH transcriptome is distinct from PSM but not TBM

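The chordoneural hinge (CNH) holds progenitors of the axial tissues, the tailbud mesoderm (TBM) lies next to it, and the presomitic mesoderm (PSM) is the tissue from which somites bud. All 3 regions were dissected from mouse embryos at E10.5, and about 50 pieces of each region were pooled. RNA was amplified, labelled with biotin and hybridised to Illumina mouse Ref6v2 BeadArrays, on which each kind of bead carries 1 probe. There were 9 arrays, 3 for each region, which the paper describes as 2 biological replicates and 1 technical replicate. The paper's text does not name which of the replicates is technical, nor which mouse strain gave which sample. All 3 arrays of a region therefore entered the test. The fits and SDs (n = 3) treat them as independent samples, which overstates the evidence to the extent that 1 is technical. The deposited signals were not normalized, and each has a detection p-value against the array's negative controls. Median signal was 76.8 to 80.4 on the arrays of replicates 1 and 2 and at most 67.1 on those of replicate 3. Between 13621 and 14809 probes (30.1% to 32.7%) were detected per array at a detection p below 0.01. The authors transformed the signals by VST, normalized them by RSN with the lumi package and tested them with limma, taking account of replicate group and batch effects. Here the non-normalized signals were corrected for background from the detection p-values, with an offset of 16, quantile normalized and expressed as log2. The test covered the 12437 probes detected on all 3 arrays of at least 1 region, which carry the symbols of 7820 genes. A limma model over the 9 arrays had a term for each region and the replicate number as a block, because the authors took account of batch effects and the number is the only label like a batch, although the paper does not define its batches. A probe was called changed at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5, so probe counts and not gene counts are given first. The brightest probe stands for a gene with several probes. Where no array of the dimmer region detected the probe that stands for a gene, a lower bound of the fold is given. Values of other probes, ranks and list medians are as fitted unless bounds are named, as are values marked as without bounds. The bound used the mean of the bright region. For each dim array it took the higher of the probe's own value and the lowest value among detected probes. Lists of genes written before the data were examined were tested with camera at a preset correlation of 0.01, adjusted over 25 lists, and no list passed in any comparison when the correlation was estimated. At the preset correlation, lists also passed when the arrays of a comparison were regrouped across regions, although no probe was then called. Up to 11 lists did so between CNH and PSM, beside the real 14, and up to 5 between CNH and TBM, beside the real 3. Between TBM and PSM up to 10 did, beside the real 13. A camera p at the preset correlation is therefore weak evidence on its own. The background correction, the choice of values and the block could each change the numbers, and the number of arrays limits their precision.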

To identify potential markers for the CNH, we used microarray analysis on dissected tissue regions to identify genes whose expression in the E10.5 mouse CNH is elevated relative to that in the PSM and TBM (Fig. 1A). Hierarchical clustering of the replicate transcriptome patterns confirmed that the transcriptional profiles of the CNH, PSM and TBM are distinct (Fig. 1B; see Materials and Methods). 

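The CNH and TBM lay closer to each other than either lay to the PSM, within each replicate number. Between arrays of replicates 1 and 2, the mean Euclidean distance over the tested probes was 34.4 for CNH against TBM, 62.4 for CNH against PSM and 57.6 for TBM against PSM, beside 24.2 between both arrays of one region. Within a replicate number, the CNH was 1.80, 1.84 and 2.00 times as far from the PSM as from the TBM in replicates 1, 2 and 3. Replicate 3 of each region stood apart, at a mean distance of 126 from replicates 1 and 2 of its own region. Clustered by average linkage with nothing removed, 0 of 3 regions therefore formed a cluster of their own, and the mean distance from CNH to PSM was 1.23 times that from CNH to TBM. With the replicate numbers removed as a block, a step chosen after seeing the data, 3 of 3 regions clustered. The mean distances were then 24.0 ± 3.96 (SD over 9 pairs of arrays) within a region, 31.2 ± 2.41 between CNH and TBM, 59.9 ± 2.16 between CNH and PSM, and 54.8 ± 2.06 between TBM and PSM. Without replicate 3, 3 of 3 regions clustered and the distance ratio was 1.81. From the clustering of the replicates, the paper concludes that each of the regions has a transcriptional profile of its own.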

Differential gene expression analyses identified 150 upregulated and 98 downregulated genes comparing the CNH to the PSM. 

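Genes of axial progenitors, the Fgf, Wnt, Cdx and Sp factors that sustain growth of the tailbud, were the group that stood furthest above the PSM in the CNH apart from the alpha-defensins. Of 21 tested, 17 were higher and 2 lower, also when adjusted over the list alone, with a median log2 fold change of 1.81, or 1.66 with undetected genes at their bound. This list passed camera at adjusted p = 9.68e-14, and had adjusted p = 0.0901 with an estimated correlation. The paper's text or Table 1 names 7 of the 21 from these arrays, and its Table S3 lists further genes enriched in the CNH. All 21 were measured on the arrays that the paper analysed, so none of their directions is independent evidence. Members beyond those 7 include Cdx4, a regulator of posterior growth, at 2.22 (standard error 0.14, adjusted p = 3.21e-06 from limma, detected on 1 of 3 PSM arrays). The 2 that fell, named after their values were seen, were the ligands Fgf18, at least 5.63-fold lower (adjusted p = 0.000123), and Wnt8a, at -1.05 (adjusted p = 0.00134).
Among Hox genes, which pattern the axis, 7 of 9 trunk members (groups 6 to 9) rose and none fell, with a median of 1.14 (camera adjusted p = 1.83e-08). Hoxc6 had a log2 fold change of 2.06 and Hoxa7 of 1.94. Of 8 posterior Hox genes (groups 10 to 13), 4 rose, with a median of 0.65 (camera adjusted p = 0.00025). Of 11 anterior Hox genes (groups 1 to 5), 2 rose and 1 fell, with a median of 0.21 (camera adjusted p = 0.394). The trunk and posterior lists had adjusted p = 0.0883 and adjusted p = 0.0901 with an estimated correlation, and all Hox counts were the same when adjusted over the list alone.
Targets of FGF signalling rose in 7 of 14 cases and fell in 1 (median 0.60, camera adjusted p = 0.0005, adjusted p = 0.152 with an estimated correlation), among them the feedback regulator Il17rd at 1.90 and the transcription factor Etv4 at 1.82. The one that fell was the immediate early gene Egr1, at -1.06. The median of this list was 0.74 in replicates 1 and 2 but 0.04 in replicate 3. Targets of WNT signalling rose in 6 of 11 cases and fell in 2 (median 0.78, camera adjusted p = 0.000437, adjusted p = 0.0723 with an estimated correlation). They include the WNT inhibitors Notum at 2.75 and Apcdd1 at 1.62, while the 2 that fell, named after their values were seen, were Nkd2 at -0.94 and the nuclear effector Lef1 at -0.87. Both counts were the same when adjusted over the list alone, and Cdx4 is on both lists. In all, 4 of the 14 FGF, 3 of the 11 WNT and 6 of the 21 axial progenitor genes also stand on another list. These groups are therefore not separate evidence. Glycolysis genes rose in 6 of 14 cases, also when adjusted over the list alone (median 0.53, camera adjusted p = 2.2e-06, adjusted p = 0.0665 with an estimated correlation), with the enolase Eno3 at 1.36 and the glucose transporter Slc2a3 at 1.19. Markers of endothelial cells moved with these groups: 11 of 15 rose, 12 when adjusted over the list alone (median 0.83, camera adjusted p = 9.08e-09, adjusted p = 0.0665 with an estimated correlation), with Etv2 at 1.70 and Lmo2 at 1.31. Erythroid markers also did, with 2 of 10 higher and none lower, also when adjusted over the list alone (median 0.45, camera adjusted p = 7.2e-05, adjusted p = 0.1 with an estimated correlation).
Over all genes, the CNH differed from the PSM at 1393 probes by limma, of which 828 (605 named genes) were higher and 565 (407 named genes) lower. Without the replicate block the count was 351, with the deposited values 279, with no background correction 734, with an offset of 50 in its place 884 and with probes detected on all 9 arrays 897. Without the block, Hoxa7 (adjusted p = 0.0655), Etv4 (0.357), Notum (0.0645), Apcdd1 (0.524) and Egr1 (1) lost their calls, and with the deposited values Cdx4 and Egr1 fell short of the fold limit (adjusted p = 0.000361 and 0.000516). List medians with the deposited values were 0.76 for axial progenitor, 0.50 for trunk Hox, 0.20 for posterior Hox, 0.27 for FGF, 0.43 for WNT, 0.31 for endothelial and 0.30 for erythroid genes. With no background correction they were 1.12, 0.75 and 0.40 for axial progenitor, trunk Hox and posterior Hox genes, and with no filter 0.34 for posterior Hox and 0.16 for WNT genes. An offset of 50 gave 1.18 for axial progenitor genes.

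**Figure D1:**
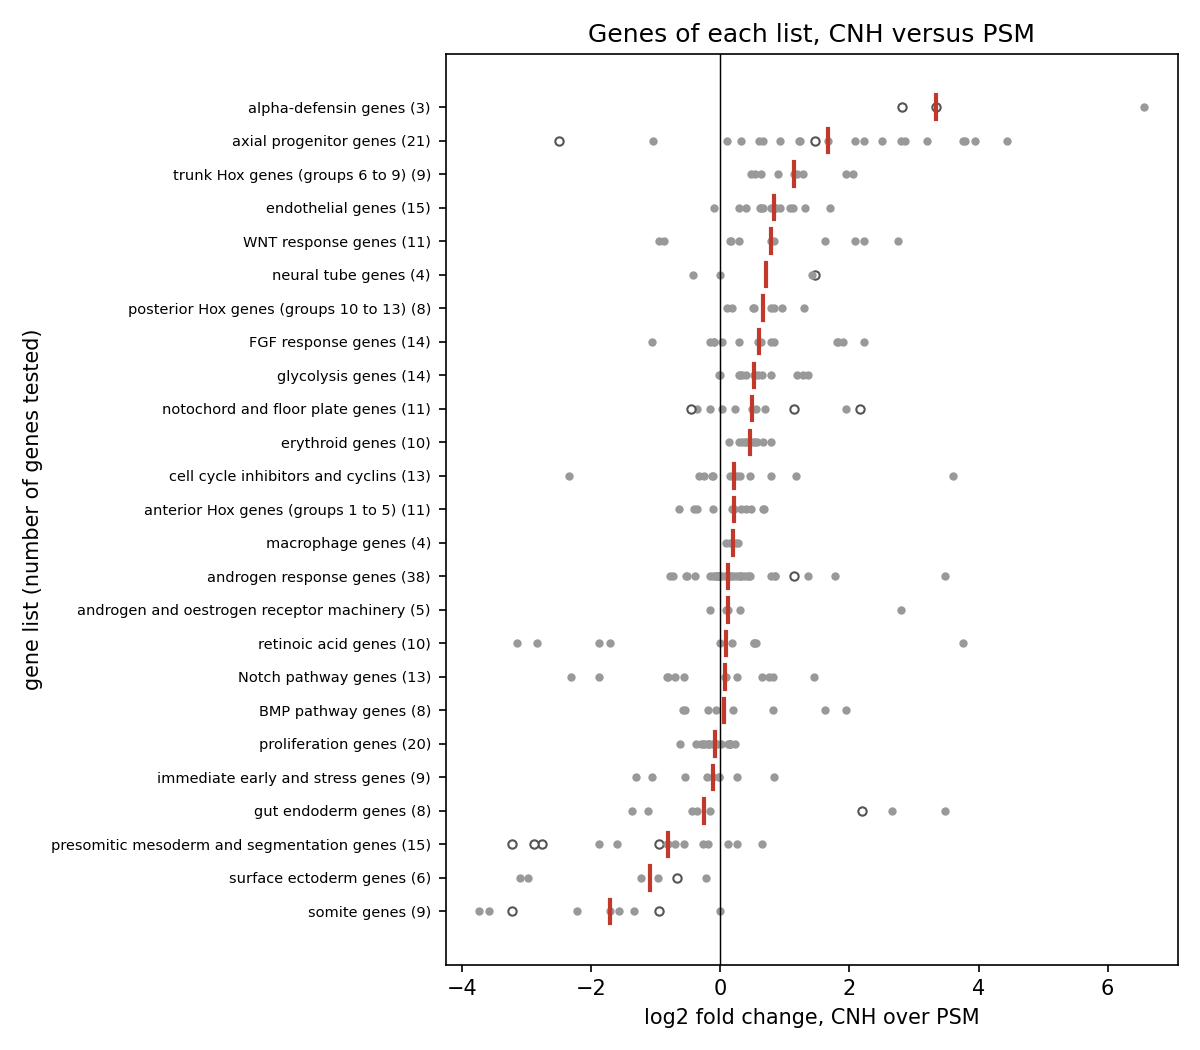
Log2 fold change of CNH over PSM (horizontal axis) for the tested genes of each list (vertical axis). Grey points are measured genes, open circles are genes placed at their lower bound, and red marks are medians with those bounds: the axial progenitor list has a median of 1.66 and the somite list one of -1.72.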

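The 10 named genes furthest above the PSM in the CNH were Defa31, Cpn1, Fgf17, Evx1, Gpr83, Defa3, Fgf8, Cyp26a1, Hap1 and Cdkn1a. Defa3 was detected on no PSM array, so its place rests on a fold fitted against background. Cpn1, a subunit of carboxypeptidase N, was detected on no PSM array and was at least 16.5-fold higher in the CNH (adjusted p = 6.76e-08 from limma). Gpr83, a G protein-coupled receptor, had a log2 fold change of 3.89 (standard error 0.13, adjusted p = 6.76e-08). Cyp26a1, which degrades retinoic acid, had one of 3.76 (standard error 0.29, adjusted p = 1.26e-05), and Hap1, which binds huntingtin, one of 3.71 (standard error 0.12, adjusted p = 6.76e-08). Gpr83, Cyp26a1 and Hap1 were each detected on 1 of 3 PSM arrays, so their folds rest on signals near background.
The 10 named genes furthest below the PSM were Cxcl12, Meox1, Mesp1, Foxc2, Tcf15, Cer1, Ripply2, Fgfr2, Pdzrn3 and Msc. Mesp1, Foxc2, Cer1 and Ripply2 were detected on no CNH array, so their places rest on folds fitted against background. Cxcl12, a chemokine, had a log2 fold change of -4.08 (standard error 0.14, adjusted p = 7.37e-08), while another of its probes gave -1.74. The FGF receptor Fgfr2 was at -3.28 (standard error 0.12, adjusted p = 1.19e-07), the ubiquitin ligase Pdzrn3 at -3.22 and Msc, a repressor in muscle precursors, at -3.19. Each of these genes moved the same way in all 3 replicate numbers.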

The most significantly changed genes are listed briefly in Table 1, and the complete list can be found in Table S1. 

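Genes of the notochord and floor plate had the lowest camera p of the lists tested between the CNH and the TBM: of 11 tested, 4 were higher in the CNH and none lower, also when adjusted over the list alone. Their median log2 fold change was 0.41 (camera adjusted p = 8.06e-06, adjusted p = 0.146 with an estimated correlation). They were the BMP antagonist Chrd at 1.70 (standard error 0.15, adjusted p = 0.000706), the signal Shh at 2.00 (standard error 0.27, adjusted p = 0.0107), Sox5 at 0.84 and Sox9, a regulator of cartilage and notochord, at 1.78 (standard error 0.16, adjusted p = 0.000899). The other tested probe of Sox9 was not called, at 0.45 (adjusted p = 0.208), nor was that of Sox5, at 0.53 (adjusted p = 0.108 from limma). Against the PSM, 4 of these 11 genes were higher in the CNH and 1 lower (median 0.49, camera adjusted p = 0.0113, adjusted p = 0.1 with an estimated correlation), and Sox9 did not pass, at 0.02. That list no longer passed with probes detected on all 9 arrays (median 0.23, adjusted p = 0.154). Its median was also 0.23 with no filter and without TBM replicate 3, 0.20 with the deposited values, and 0.29 or 0.32 with replicates 1 and 3 or 2 and 3 averaged.
Igfbp5, which binds insulin-like growth factors, was also higher in the CNH than in the TBM, at 1.95 (standard error 0.16, adjusted p = 0.000501), and was not called against the PSM, at -0.08. The TBM lay below the PSM in Igfbp5 by a log2 fold change of -2.03. Cpn1 was at 1.96, Hap1 at 1.54 and the serine protease Tmprss2 at 1.51. Of 4 genes tested from the neural tube list, 2 were higher, the progenitor factor Sox2 at 1.53 (adjusted p = 0.0123, detected on 1 of 3 TBM arrays) and Lmx1a at 1.18 (median 0.49, camera adjusted p = 0.117). The paper's Table S3 also sets its genes enriched in the CNH beside published notochord genes. Its notochord genes include Igfbp5, Hap1 and Lmx1a as well as Chrd, Shh and Sox9, so these lists do not part the tissues cleanly. Against the PSM the same 2 of the 4 rose (median 0.71, camera adjusted p = 0.165), with Sox2 at least 2.77-fold higher. With the deposited values Sox2 and Lmx1a fell short of the fold limit against the PSM (adjusted p = 0.00418 and 0.00144), and Lmx1a was not called without the replicate block (adjusted p = 0.241). Of 8 gut endoderm genes, 1 was higher in the CNH than in the TBM, Tmprss2, and 2 when adjusted over the list alone (median 0.30, camera adjusted p = 0.00552, adjusted p = 0.421 with an estimated correlation). Of 15 endothelial genes none passed, and 1 did when adjusted over the list alone (median 0.25, camera adjusted p = 0.000329, adjusted p = 0.421 with an estimated correlation). Lower in the CNH were the TGF-beta ligand Gdf10 at -1.46 (adjusted p = 0.0148), the peptide hormones Sct at -1.16 and Cck at -1.01, the repressor Snai1 at -0.95 and the receptor Pdgfra at -0.92. Of the 21 axial progenitor genes, 2 were higher and 3 when adjusted over the list alone (median 0.17, camera adjusted p = 0.0929).
By limma 125 probes differed between the CNH and the TBM, 97 higher in the CNH (76 named genes) and 28 lower (23 named genes). Without the replicate block no probe passed (0 called, 229 at an unadjusted p under 0.05), the deposited values gave 15 and no filter on dim probes 20. Averaging replicates 1 and 2 as if 1 were technical gave 31 (30 higher and 1 lower). At most 1 of the 5 lower genes named here therefore kept its call there. Leaving out single arrays gave between 18 (without TBM replicate 2) and 172. Without CNH replicate 1, CNH replicate 2, TBM replicate 1 or TBM replicate 3 the counts were 21, 28, 22 and 46, and Shh, Sox2, Sox5, Lmx1a and the 5 lower genes named here lost their calls without CNH replicate 1 (adjusted p = 0.0505 to 0.0997) or TBM replicate 1 (0.0557 to 0.141). All of them but Cck did so without CNH replicate 2 (0.0558 to 0.204), all but Sox2 without TBM replicate 2 (0.0751 to 0.273), and Shh, Sox2, Sox5, Lmx1a and Cck without TBM replicate 3 (0.063 to 0.0908). Without CNH replicate 3 the calls of Sox5 (0.0937), Gdf10 (0.0502) and Sct (0.0673) ended, and that of Sox5 also without PSM replicate 1 (0.0563) or PSM replicate 2 (0.0666). Neither the gut endoderm nor the endothelial list passed without replicate 3 of all regions (adjusted p = 0.0866 for each). The gut endoderm list also no longer passed with no filter on dim probes (adjusted p = 0.107), without CNH replicate 3 (adjusted p = 0.0624) or TBM replicate 3 (0.196), nor the endothelial list without TBM replicate 3 (0.0799). By fry neither of these 2 lists passed (adjusted p = 0.0903 for each), and the gut endoderm list did not with the deposited values and no filter, chosen after seeing the data (adjusted p = 0.112). The calls of Igfbp5, Sox9, Cpn1, Hap1 and Tmprss2 ended only without the block (adjusted p = 0.13, 1, 0.13, 0.13 and 0.465), and that of Chrd there (0.596) and with the deposited values (0.0202, short of the fold limit). The deposited values gave medians of 0.13, 0.08 and 0.09 for the notochord, gut endoderm and endothelial lists, no background correction 0.27, 0.18 and 0.13, and no filter 0.25 and 0.07 for the notochord and gut endoderm lists. An offset of 50 gave 0.15 for the endothelial list.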

Only 12 upregulated and two downregulated transcripts distinguished the CNH and TBM, which is consistent with the latter population being directly derived from the former (Table 1; Table S1).

**Table 1.**
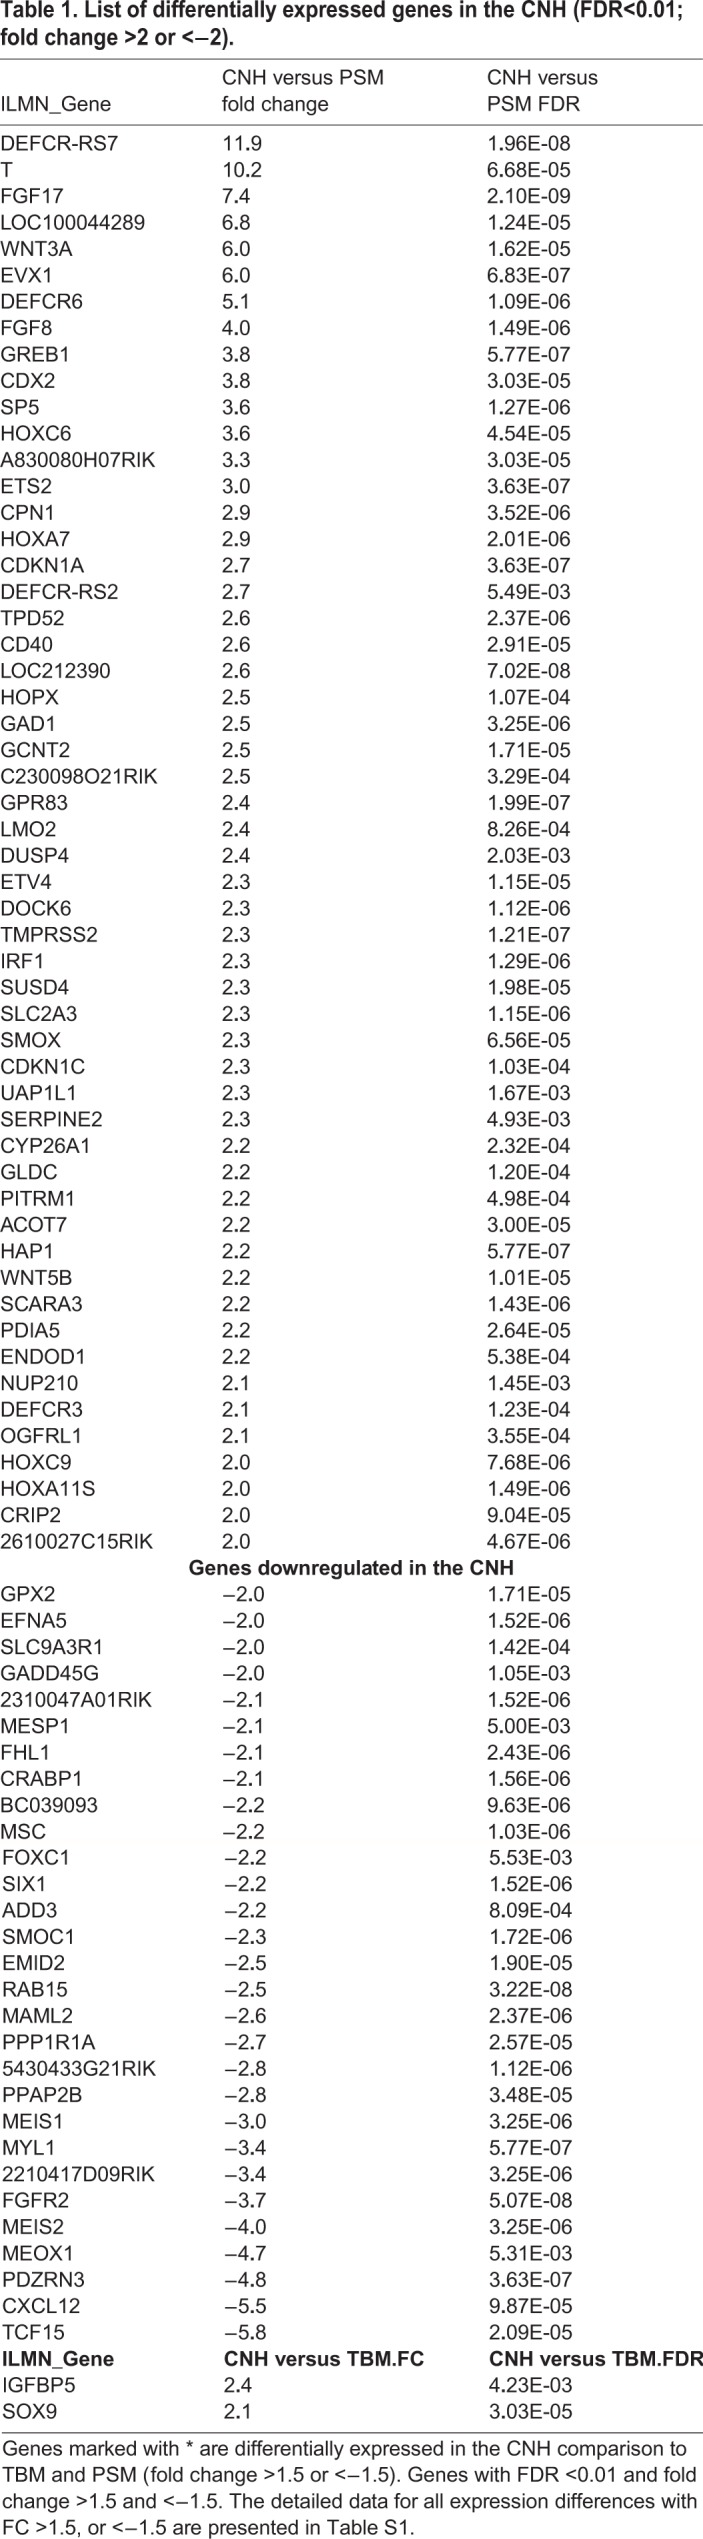
**List of differentially expressed genes in the CNH (FDR<0.01; fold change >2 or <−2).**

To confirm that many genes identified by microarray analysis are selectively expressed in progenitor regions of the extending embryo, we searched the Mouse Genome Informatics (MGI) database (Finger et al., 2017) for the expression patterns of 53 genes whose expression were upregulated ≥2-fold in the CNH (Fig. 1C). 

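Genes at least 2-fold higher in the CNH than in the PSM at an adjusted p under 0.01 came from several of the groups tested. The endothelial regulator Etv2 was among them (adjusted p = 1.41e-05 from limma), as were the gut endoderm genes Foxa3, a forkhead factor at least 4.59-fold higher (adjusted p = 0.000359), and Elf3, an epithelial ETS factor with a log2 fold change of 2.66 (standard error 0.24, adjusted p = 3.96e-05). Elf3 has another probe, which was not called, at 0.35. Of 8 gut endoderm genes tested, 3 rose and 2 fell, the adhesion proteins Cldn4 at -1.36 and Cdh1, named after its value was seen, at -1.12, with the same counts when adjusted over the list alone (camera adjusted p = 0.699). Their median was -0.26 while their mean was 0.67.
In all, 351 probes (255 named genes) met both limits in the upward direction. The authors' search of the MGI database was not repeated here. The deposited values gave 55 such probes and the fit without the replicate block 94. Foxa3 lost its call without the block (adjusted p = 0.127) and with the deposited values and no filter, chosen after seeing the data (adjusted p = 0.105). Foxa3 was detected on no PSM array, and its log2 fold change without bounds was 1.96 without replicate 3, beside 2.66. Cldn4 fell short of the fold limit with the deposited values (adjusted p = 0.000954).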

A majority of these genes (29/53) are annotated as being expressed in tissues related to axial elongation, i.e. in one or more of the primitive streak, node, tailbud and future spinal cord (Table 2; Table S2). By contrast, most downregulated genes (23/27 reduced ≥2-fold) are expressed in more specialised progeny cells, i.e. somites, unsegmented mesoderm or neural tube (Table 2; Table S2).

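Most of the tested somite genes were lower in the CNH than in the PSM. Of 25 on the array, 9 passed the detection filter and were tested. A gene detected in the PSM alone can pass that filter, which favours falls. Of these 9, 8 fell and none rose, also when adjusted over the list alone, with a median log2 fold change of -1.72 (camera adjusted p = 1.01e-09, adjusted p = 0.0665 with an estimated correlation). The paper's Table 1 names 2 of them from these arrays, and all 9 were measured on the arrays that the paper analysed. Meox1, which acts in the sclerotome, was at -3.74 (standard error 0.15, adjusted p = 2.44e-07 from limma) and Tcf15 (paraxis), needed for epithelial somites, at -3.58 (standard error 0.11, adjusted p = 6.76e-08). Foxc2, a forkhead factor of paraxial mesoderm, was detected on no CNH array and was at least 9.35-fold lower.
Of 15 genes of the presomitic mesoderm and segmentation, 9 fell and none rose, while 1 rose when adjusted over the list alone (median -0.81, camera adjusted p = 4.08e-05, adjusted p = 0.0665 with an estimated correlation). Mesp1 was at least 9.41-fold lower (adjusted p = 5.63e-05), the secreted antagonist Cer1 at least 7.4-fold (adjusted p = 0.000132) and Ripply2, a repressor at the forming somite, at least 6.82-fold (adjusted p = 0.00193). Tbx6, a determinant of paraxial mesoderm, did not pass, at 0.12 (adjusted p = 0.513). Of 13 Notch pathway genes, 5 fell and 3 rose, or 4 when adjusted over the list alone (median 0.07, mean -0.23, camera adjusted p = 0.548). Another list also holds 7 of these 13 and 7 of the 15 segmentation genes. Notch1 was at -1.87 and the coactivator Maml2 at -2.31, whereas the protease Furin was at 1.46. Of 10 retinoic acid genes, 4 fell and 1 rose, Cyp26a1, also when adjusted over the list alone (median 0.09, mean -0.41, camera adjusted p = 0.529). Those that fell include the homeobox genes Meis2 at -3.15 and Meis1 at -2.84 and the binding protein Crabp1 at -1.88.
Markers of surface ectoderm were lower along with these groups. Of 15 on the array, 6 were tested and 5 fell, also when adjusted over the list alone (median -1.16, or -1.09 with bounds, camera adjusted p = 6.24e-06, adjusted p = 0.146 with an estimated correlation). The epidermal factor Trp63 was at -3.11 (adjusted p = 4.21e-06, detected on 1 of 3 CNH arrays) and the keratin Krt14 at -2.99 (adjusted p = 5.44e-07).
At least 2-fold lower at an adjusted p under 0.01 were 246 probes (187 named genes), beside 29 with the deposited values and 68 without the replicate block. Without the block Meox1 (adjusted p = 0.271) and Ripply2 (adjusted p = 0.0583) lost their calls, and Ripply2 also did so with the deposited values and no filter, chosen after seeing the data (adjusted p = 0.079). The deposited values gave medians of -0.38 for the somite, -0.36 for the segmentation and -0.44 for the surface ectoderm list. With no filter as well, chosen after seeing the data, they gave -0.03, -0.08 and -0.10 in the same order. No filter alone gave -0.26 for the somite and -0.65 for the surface ectoderm list. The somite list was at -0.92 with no background correction and at -1.11 with an offset of 50. Without bounds, the log2 fold changes of Mesp1, Cer1 and Ripply2 were -4.40, -4.00 and -4.30 without replicate 3 and -4.37, -4.04 and -4.30 without PSM replicate 3, and that of Ripply2 was -2.69 without replicate 2, beside -3.71, -3.39 and -3.28.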

**Table 2.**
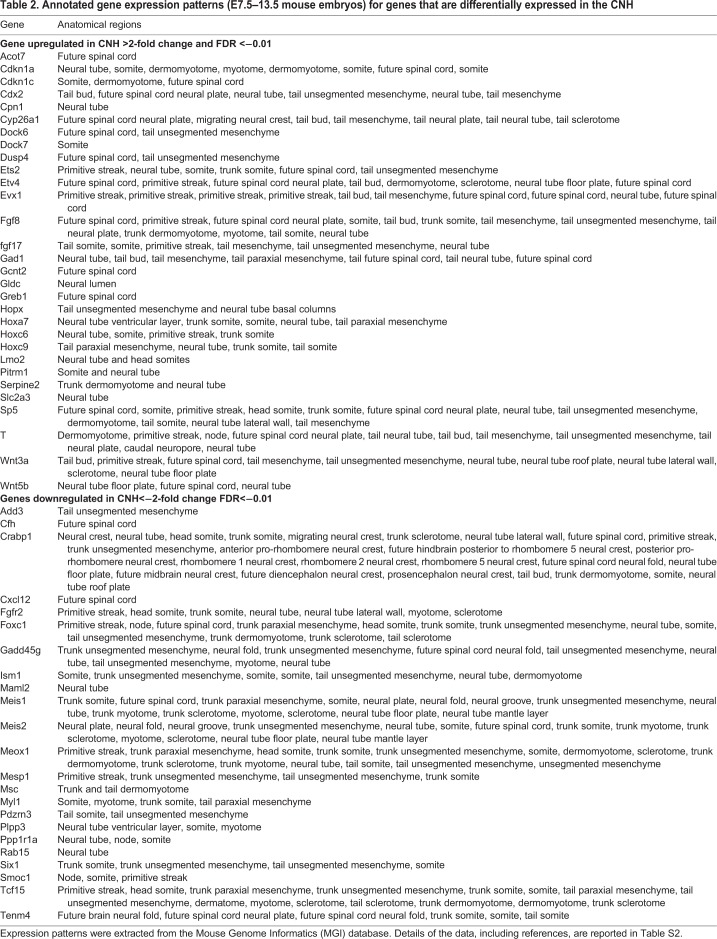
**Annotated gene expression patterns (E7.5–13.5 mouse embryos) for genes that are differentially expressed in the CNH**

### Greb1 expression coincides with axial elongation in vertebrate embryos

We also compared our list of CNH-enriched genes with those previously identified in previous studies of the CNH or NMPs (Table S3; Gouti et al., 2017; Olivera-Martinez et al., 2014; Wymeersch et al., 2019). Expression of seven of the ten most-enriched genes (*Fgf8*, *Cdx2*, *T*, *Wnt3a*, *Sp5*, *Evx1* and *Fgf17*) was previously reported in the CNH and TBM, and to be functionally important for axial development (Cambray and Wilson, 2007; Dunty et al., 2014; Maruoka et al., 1998; Takada et al., 1994).

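Each of the 6 genes other than T was higher in both the CNH and the TBM than in the PSM, in all 3 replicate numbers. Fgf17 had a log2 fold change of 4.44 between CNH and PSM (standard error 0.20, adjusted p = 4.76e-07 from limma). Its log2 signal was 11.36 ± 0.18 (SD, n = 3) in the CNH and 6.92 ± 0.71 (SD, n = 3) in the PSM. The other probe of Fgf17, detected on no PSM array, gave 3.23 as fitted against background. The homeobox gene Evx1 followed at 3.94 (standard error 0.19, adjusted p = 7.44e-07). Fgf8, the ligand thought to keep progenitors undifferentiated, was at 3.78 (standard error 0.13, adjusted p = 1.16e-07). Wnt3a, which maintains axial progenitors, was at 3.20 (standard error 0.22, adjusted p = 6.51e-06). Cdx2, a regulator of posterior growth, was at 2.86 (standard error 0.24, adjusted p = 2.05e-05), and Sp5, a target of WNT signalling, at 2.09 (standard error 0.13, adjusted p = 4.22e-06).
Ranked by fold change among named genes called higher in the CNH, Fgf17 was number 3, Evx1 4, Fgf8 7, Wnt3a 14, Cdx2 20 and Sp5 52. Genes detected on no PSM array, such as Cpn1 and Defa3, entered at their fitted fold changes, so these ranks are not exact. Between the CNH and the TBM only Fgf8 of the 6 was called, at 1.10 (standard error 0.13, adjusted p = 0.00709). The differences for the other genes were 0.39 for Cdx2, 0.32 for Sp5, 0.24 for Fgf17, 0.05 for Evx1 and -0.16 for Wnt3a, none of them past the test. T was not analysed here. The deposited values gave a fold change of 4.05 for Fgf8, 3.81 for Cdx2, 5.97 for Evx1 and 7.43 for Fgf17, beside 13.8, 7.27, 15.3 and 21.6. The call of Fgf8 between CNH and TBM was lost without the replicate block (adjusted p = 1), with no filter on dim probes (0.0633) and without CNH replicate 1 (0.0534), TBM replicate 2 (0.0722) or TBM replicate 3 (0.0515).

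**Figure D2:**
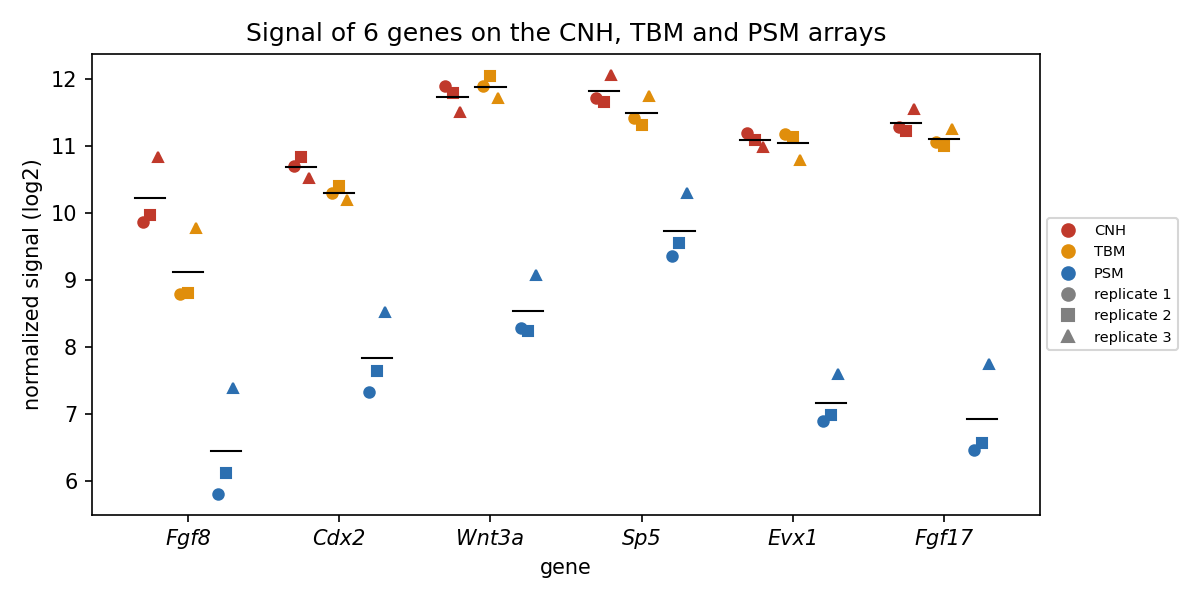
Normalized log2 signal (vertical axis) of 6 genes (horizontal axis) on the 9 arrays, coloured by region, with a symbol for each replicate number and a bar at each region's mean. For Fgf17 the bars stand at 11.36 in the CNH, 11.11 in the TBM and 6.92 in the PSM.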

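Alpha-defensins, small antimicrobial peptides that Paneth cells of the gut secrete, gave the largest difference between the CNH and the PSM of any group tested. Of 6 such genes on the array, 3 were tested. None of the 3 was detected on all PSM arrays, so they entered the test through the other regions. The filter therefore favoured a rise over the PSM. All 3 genes tested were higher in the CNH, also when adjusted over the list alone, with a median log2 fold change of 3.82, or 3.33 with bounds (camera adjusted p = 2.2e-06, adjusted p = 0.0665 with an estimated correlation). The paper's genes enriched in the CNH, found on these same arrays, include Defcr-rs7 and other alpha-defensins. The direction of this list is therefore not independent evidence. Defa31 is the current symbol of Defcr-rs7. It had a log2 signal of 11.64 ± 0.20 (SD, n = 3) in the CNH and 5.07 ± 1.06 (SD, n = 3) in the PSM, where 1 of 3 arrays detected it. The log2 fold change was 6.57 (standard error 0.29, adjusted p = 4.38e-07 from limma), and 6.31 at its other probe. Defa3 was at least 10.1-fold higher (adjusted p = 1.19e-07) and Defa26 at least 7.01-fold (adjusted p = 4.18e-06), both detected on no PSM array. The TBM carried as much signal: between CNH and TBM the differences were 0.27 for Defa31, -0.08 for Defa3 and -0.04 for Defa26, none of them called.
Members of this family are close in sequence, so a probe can read more than one of them, and the genes are uncertain to that extent. No probe was matched to Defcr-rs6, which was not analysed here. The deposited values gave a fold change of 11.9 for Defa31, beside 94.8, and a list median of 1.06. With no background correction the median was 2.32 and with no filter 1.91. With the deposited values and no filter, chosen after seeing the data, it was 0.42, below the 0.54 of the axial progenitor list.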

The expression and roles of the two most CNH-enriched genes from our study [*Defcr-rs7*, *Defcr*-*rs6* (which encode small immune-defect peptides)] during axial elongation and segmentation remains to be studied. *Greb1*, which encodes a co-activator of the oestrogen and androgen receptors that is active in human oestrogen-receptor-positive primary breast and prostate cancer cells (Lee et al., 2019; Mohammed et al., 2013), is another top CNH enriched gene. Indeed, androgen receptor nuclear signalling is the most CNH-enriched pathway revealed by pathway enrichment analysis of our differentially expressed genes (Fig. 1D; Table S4; see Materials and Methods). 

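Greb1 was higher in the CNH than in the PSM by a log2 fold change of 2.80 (standard error 0.13, adjusted p = 4.76e-07 from limma), a fold change of 6.94. Its log2 signal was 10.72 ± 0.17 (SD, n = 3) in the CNH, 10.52 ± 0.14 (SD, n = 3) in the TBM and 7.92 ± 0.09 (SD, n = 3) in the PSM, and it was detected on every array. The difference between CNH and PSM was far larger than the spread between replicates, and ranked number 22 among named genes called higher in the CNH. The other tested probe of Greb1 gave 2.49 (adjusted p = 0.00012). The TBM was above the PSM by 2.60 (standard error 0.13, adjusted p = 9.88e-07). The CNH and TBM did not differ by the same test, at 0.20 (standard error 0.13, adjusted p = 0.577), and the other probe gave -0.05. Under each alternative run, Greb1 was called higher in the CNH than in the PSM, and the deposited values gave a fold change of 3.83.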

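Of 38 androgen response genes tested, 7 were higher in the CNH than in the PSM and 2 lower, also when adjusted over the list alone, and 29 did not pass. The median log2 fold change was 0.12 (camera adjusted p = 0.0113, adjusted p = 0.0901 with an estimated correlation). The serine protease Tmprss2, which androgen induces in prostate, was at 3.48 (standard error 0.15, adjusted p = 4.49e-07 from limma). Tpd52, a vesicle trafficking protein, was at 1.78 (standard error 0.11, adjusted p = 3.79e-06), the keratin Krt19 was at least 2.21-fold higher, and the kinase Sgk1 was at 1.36 (standard error 0.20, adjusted p = 0.00101). The 2 that were lower, named after their values were seen, were the kinases Stk39 at -0.78 and Mertk at -0.73. On the same list 5 genes also stand on another, among them Tmprss2 and Krt19, which are also markers of gut endoderm and of notochord.
Of 5 genes of the androgen and oestrogen receptor machinery, Greb1 rose and the other 4 did not pass, also when adjusted over the list alone (median 0.12, camera adjusted p = 0.0788). Between the CNH and the TBM, 3 androgen response genes were higher and none lower, or 4 when adjusted over the list alone (median 0.08, camera adjusted p = 0.232): Tmprss2, Abcc4 at 0.97 and Tpd52 at 0.89. Between the TBM and the PSM, 7 rose and 3 fell, also when adjusted over the list alone (median 0.13, camera adjusted p = 0.0623). The authors' pathway software was not used here, so these lists are not the pathway of Fig. 1D. Without the replicate block the call of Sgk1 was lost (adjusted p = 0.0748), and with the deposited values Krt19 fell short of the fold limit (adjusted p = 0.00556). Abcc4 and Tpd52 lost theirs between CNH and TBM in the same fit (adjusted p = 0.664 and 0.525) and without CNH replicate 1 (adjusted p = 0.108 and 0.0594), TBM replicate 1 (0.112 and 0.0679) or TBM replicate 2 (0.112 and 0.0817). Abcc4 also did so without CNH replicate 3 (0.0698) or TBM replicate 3 (0.1) and Tpd52 without CNH replicate 2 (0.0534), while Tmprss2 lost its call there only without the block (0.465). The median of the androgen response list between CNH and PSM was 0.05 with the deposited values, 0.06 with no filter, 0.19 without replicate 1, 0.08 without replicate 2 and 0.20 without CNH replicate 1.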

Other androgen-responsive genes also enriched in the CNH include *P21*, *cyclinD1* and *MMP2* (Table S3). Indeed, the MMP2 matrix metalloproteinase is required for axial elongation – morpholino knockdown of *MMP2* in zebrafish embryos – results in severe axial truncations (Zhang et al., 2003). 

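Cdkn1a, which encodes the cell cycle inhibitor P21, was higher in the CNH than in the PSM by a log2 fold change of 3.61 (standard error 0.12, adjusted p = 6.76e-08 from limma), with a log2 signal of 9.26 ± 0.12 (SD, n = 3) in the CNH and 5.65 ± 0.09 (SD, n = 3) in the PSM. It was also above the TBM, by 1.68 (standard error 0.12, adjusted p = 0.000348), so its signal differed between all 3 regions. Ccnd1, which encodes cyclin D1, was at 0.78 against the PSM (standard error 0.11, adjusted p = 0.000819), and its other probes gave 0.88 and 1.02. Mmp2, a matrix metalloproteinase, was at 0.82 (standard error 0.11, adjusted p = 0.000523). Between CNH and TBM, Ccnd1 did not pass, at 0.09.
Of 13 cell cycle inhibitors and cyclins, 3 were higher in the CNH than in the PSM and 1 lower, also when adjusted over the list alone (median 0.22, camera adjusted p = 0.0788). Besides Cdkn1a and Ccnd1 these were the inhibitor Cdkn1c at 1.16 and, lower, the growth arrest gene Gadd45g at -2.35. Of 20 proliferation genes, 1 was lower and none when adjusted over the list alone (median -0.09, camera adjusted p = 0.511). That gene was Rrm2 at -0.62, a subunit of ribonucleotide reductase. The call of Rrm2 was lost in 15 of 27 alternatives, among them the fit without the replicate block (adjusted p = 1) and those without CNH replicate 1 (0.092), CNH replicate 2 (0.0541), CNH replicate 3 (0.0864) or PSM replicate 3 (0.0681). The other probes of Cdkn1a both gave 1.88, though 1 of them was detected on no PSM array, so its value is fitted against background. The deposited values gave a fold change of 2.73 for Cdkn1a, beside 12.2. Without the replicate block the calls of Ccnd1 (adjusted p = 0.0773), Mmp2 (adjusted p = 0.394) and Cdkn1c (adjusted p = 0.0963) against the PSM, and of Cdkn1a against the TBM (adjusted p = 0.0606), were lost.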

Further studies will be required to test if androgen signalling operates in axial patterning.

Expression of chick *Greb1* in the axial stem cell zone has been described previously (Olivera-Martinez et al., 2014). We expanded this finding by examining *Greb1* expression during segmentation, using three different vertebrate systems. First, we visualised *Greb1* transcription in elongating mouse embryos using *in situ* hybridisation (E10.5–E13.5; see Materials and Methods). In early (E8.5) embryos, *Greb1* is expressed in a posterior domain that encompasses the caudal lateral epiblast, the region that includes the axial progenitors (Fig. 2A,A′). By E10.5, labelling is restricted to the CNH and dorsal TBM (Fig. 2B,B′). Expression in these regions is maintained during axial elongation, albeit more weakly by E12.5, and is lost at E13.5 when axial elongation ceases (Fig. 2C,D).

**Fig. 2.**
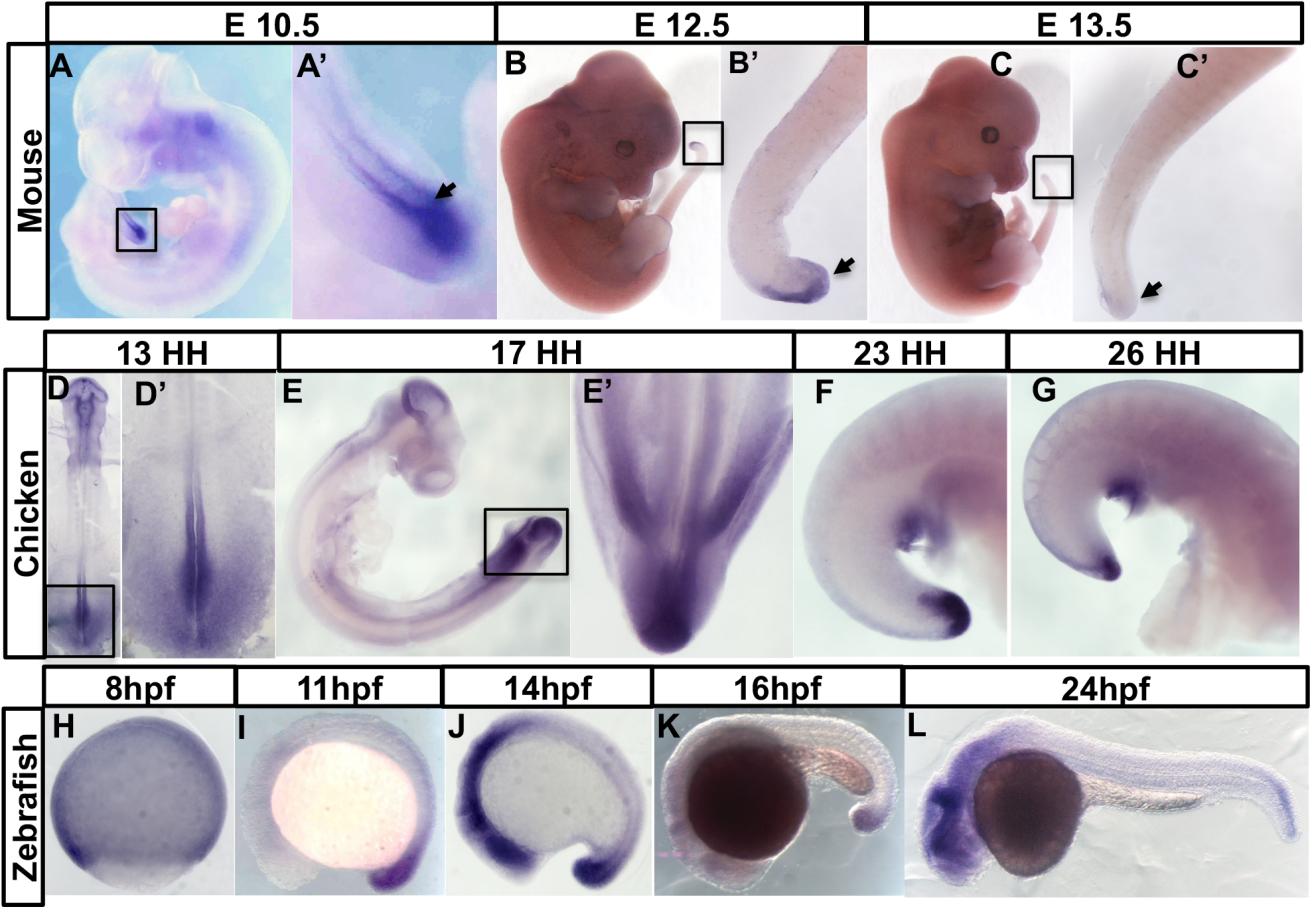
**The timing of axial *Greb1* expression is coincident** **with axial elongation in vertebrate embryos.** (A–D) Mouse embryos and their tail regions at different embryonic stages. (A,A′) Dorsal view of E8.5 embryo showing expression in the caudal lateral epiblast (CLE). PS: primitive streak. (B,B′) Lateral view of E10.5 embryo, showing the *Greb1-*expressing tail region. (C) Lateral view of E12.5 tail region, showing reduced *Greb1* expression. (D) Lateral view of E13.5 tail region, showing that expression is lost. (E–F) *Greb1* expression in chick embryos at different stages: (E,E′) dorsal views of HH13 embryo and its tail region; (F) lateral and (F′) ventral view of a tail region at HH17; (G) lateral view of HH26 embryo, showing that *Greb1* expression in the tailbud is almost gone. H–L are lateral views of zebrafish embryos of the indicated ages (hpf, hours post-fertilisation). Each pattern was analysed in two independent experiments using, for each stage, at least five mouse, or 10–15 chicken or zebrafish embryos. Tailbud regions are arrowed. Boxes in lower magnification images show the tail regions with magnified views in the adjacent panel.

The above results show that, although not restricted to the CNH, axial *Greb1* transcription in early mouse embryos coincides in time and place with the processes of axial extension and segmentation. To test if this correlation is evolutionarily conserved, we examined *Greb1* expression in chick and zebrafish embryos. In both animals, *Greb1* expression in the tailbud starts during elongation, and terminates when elongation and segmentation is complete. *Greb1* is expressed in the HH13 chick caudal neural plate, whose cells contribute to the neural tube, somites and notochord, node and primitive streak (Fig. 2E,E′). Its axial transcription then becomes confined to the region of the tailbud which includes the chick CNH and TBM (HH17; Fig. 2F; McGrew et al., 2008), and has almost completely decayed when elongation is complete (HH26; Fig. 2G).

In zebrafish embryos, *Greb1* transcription becomes confined to the region of the tailbud that contains axial progenitors (Fig. 2H–L). It persists during segmentation (11–16 hpf; Fig. 2I–K), and disappears when axial elongation comes to an end (24 hpf; Fig. 2L). This conserved spatial and temporal time course in early vertebrate embryos strengthens the link between *Greb1* expression and axial extension.

### Knockdown of *GREB1* disrupts axial elongation

To test if *Greb1* is functionally required during elongation and segmentation, we knocked down its expression by injecting antisense morpholinos into 1–2-cell zebrafish embryos (see Materials and Methods). We used two *Greb1* splicing-blocking morpholinos (M1 and M2) that target the exon2-intron2 and exon16-intron16 boundaries, respectively (Fig. S1). These oligos should interfere with mRNA splicing to cause skipping of the adjacent exon and a shifted translational reading frame. The ensuing premature translational termination would completely truncate Greb1 protein (M1) or encode one that is only 40% full-length (M2). As a control, we also injected a mismatched morpholino (MM) based on M2 but with five bases mutated to prevent binding to the primary *Greb1* transcript.

We verified the splice-blocking activities of both morpholinos via RT-PCR on RNA from injected embryos. *Greb1* splice variants corresponding to misprocessed transcripts were detected in M1- and M2-injected morphants but not MM morphant embryos (Fig. S1). DNA sequencing of these variant products confirmed that they result from skipping of the appropriate exons: exon 2 for oligo M1, and exon16 for M2 (Fig. S1).

We assayed the effects of *Greb1* knockdown 24 h after injection into embryos, when extension and segmentation is complete. M1 and M2 morphant embryos suffer three major axial defects: a curved trunk; a reduction in total body length (head-to-tail); misshaped somites and indistinct somite boundaries predominantly in more posterior axial regions (Fig. 3A–C). Injection of 4 ng/µl blocking oligonucleotide generates a high frequency of embryos showing all three defects (50/107 injected embryos for M1; 61/110 embryos for M2). No such abnormalities are seen in embryos injected with the control MM morpholino (0/15). Injecting 2 ng/µl of morpholino causes similar defects, albeit at lower frequencies (M1: 11/46; M2: 15/36; MM: 0/8).

**Fig. 3.**
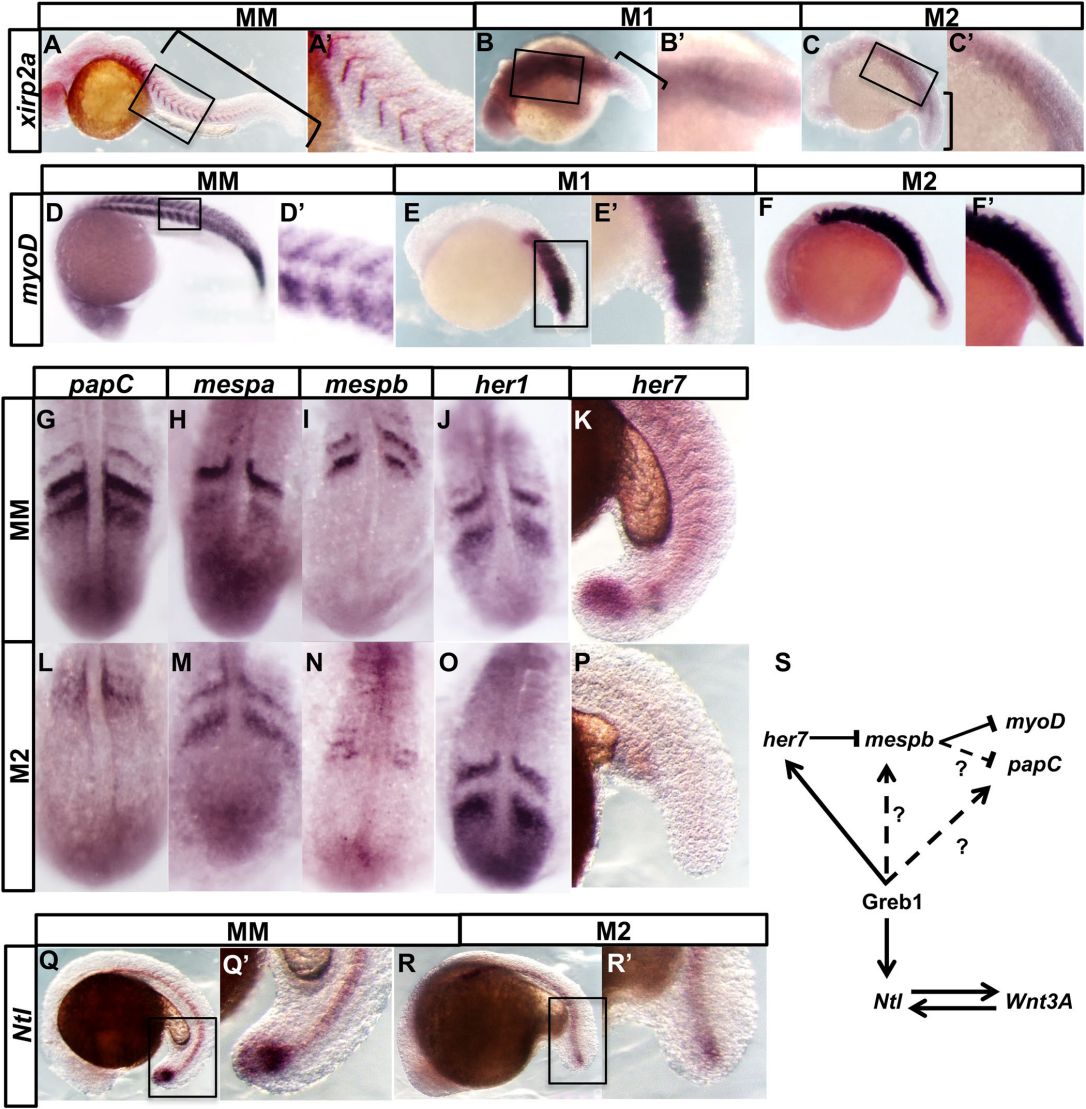
***Greb1* is required for** **axial elongation.** (A–C,A′–C′) Lateral views of zebrafish embryos at 24 hpf, showing: (A) wild-type chevrons of *xirp2a* expression and the tail region (bracketed); (B,C) posterior loss in M1 and M2 morphants. The tail regions that are truncated and contain disrupted somites are bracketed. (D–F,D′–F′): expression of *myoD* in control (MM, M1 and M2 morphants). (G,L) *papc*, (H,M) *mespa*, (I,N) *mespb*, (J,O) *her1*, (K,P) *her7* (Q,R) and (Q′,R′) *Ntl* expression in the tail region of 15 hpf control and morphant embryos*.* (S) A tentative model for gene interactions between Greb1 and patterning genes. Anterior expression of Her7 restricts *mespb* expression to the posterior somite compartment, which, in turn, restricts *myoD* and *papC* expression to the anterior compartment. Continuous arrows indicate interactions shown by others as likely to be direct. Dashed arrows could be direct or indirect.

These phenotypes are not due to unspecific toxicity from the injection. We co-injected each morpholino with one that knocks down *p53* expression, thereby preventing previously reported oligo-induced p53-dependent cell death (see Materials and Methods; Robu et al., 2007). Each blocking morpholino still efficiently caused axial extension and segmentation phenotypes (M1: 20/30; M2: 25/37; control MM: 0/10). Together, our data suggest that normal axial elongation and segmentation are dependent on Greb1 activity.

### Greb1 is needed to maintain *Ntl* expression in the tailbud

The axial truncations of *Greb1* morphants resembles the phenotype of embryos mutant for *No tail* (*Ntl*), the zebrafish homologue of *Brachyury/T*, which is expressed in the tailbud, posterior PSM and notochord of wild-type embryos (Halpern et al., 1993; Schulte-Merker et al., 1994). *Ntl* in the tailbud helps maintain axial progenitors by protecting them from premature differentiation induced by RA secreted by the anterior PSM and somites (Diez del Corral et al., 2003; Martin and Kimelman, 2010; Olivera-Martinez et al., 2012; Ribes et al., 2009).

Tailbud *Ntl* expression in *Greb1* morphants is indeed much lower than in wild-type or control embryos (M2: 20/34; MM: 0/11; Fig. 3Q′,R,R′). Thus, *Greb1* is required for efficient *Ntl* expression, and reduced *Ntl* levels can explain the morphant embryos' truncated axis.

### *Greb1* depletion affects somite polarity via the segmentation clock

During axial segmentation in zebrafish embryos, a linear array of chevron-shaped somites is progressively generated from the PSM between 10–24 hpf (Fig. 3A,A′). As mentioned above, *Greb1* morphants lack morphologically discrete somites (Fig. 3A–C).

To assess if this morphological phenotype is accompanied by altered gene expression at somite boundaries, we examined *xirp2a/cb1045*, which is expressed in the myoseptum between myotomes (Deniziak et al., 2007; Schroter and Oates, 2010). Strong distinct posterior stripes of *Xirp2a* mRNA expression are frequently lost in *Greb1* morphant embryos (M1: 20/25; M2: 14/18; MM: 0/15; Fig. 3A–C), corresponding to the regions with abnormal somite appearance.

In wild-type embryos, boundaries arise between posterior and anterior compartments of adjacent somites, raising the possibility that *Greb1* is needed for somite compartmentalisation. To test this idea, we studied *myoD* transcripts, which are normally expressed in the posterior half of each somite (Weinberg et al., 1996). By contrast, expression of *myoD* extends into the anterior compartment in *Greb1* morphants (M1: 7/15; M2: 13/18; MM: 0/18; Fig. 3D–F), suggesting that anterior morphant cells have adopted a posterior character. M1 and M2 morphants show similar effects on axial morphology and *Xirp2a* and *myoD* expression, we only analysed M2 morphants in subsequent experiments.

Analysing *papC*, which is expressed in the anterior compartments of newly formed somites (Rhee et al., 2003) provides additional support for the idea that *Greb1* contributes to the establishment of anterior compartmentalisation. In morphant embryos, *papC* levels are reduced and lack clear borders (M2:14/22; MM:0/22; Fig. 3G,L).

Expression of *myoD* is normally suppressed in anterior somite compartments by *mespb*, which together with *mespa*, is expressed there in newly-formed somites (Sawada et al., 2000). We examined expression of both *mesp* genes in the morphant embryos and found that, although *mespa* expression is not altered (M2: 0/24; MM:0/21; Fig. 3H,M), *mespb* expression is greatly lowered (M2: 6/10; MM: 0/21; Fig. 3I,N). This reduction explains why *myoD* is derepressed in *Greb1* morphants, and reinforces our view that *Greb1* is needed for somite compartmentalisation.

What might cause mis-specification of somite compartments? During vertebrate axial extension, the regular production of equal-sized segments results from the action of a molecular oscillator (‘segmentation clock’), which drives cyclic transcription of many PSM genes with a period corresponding to that of somite formation (Dequeant et al., 2006; Niwa et al., 2007; Palmeirim et al., 1997; Pourquié, 2011). Together, axial extension and cyclic gene expression establish reiterated expression of genes that define somite compartmentalisation and, hence, somite boundaries.

We examined two such cycling genes, *her1* and *her7*, which encode transcriptional repressors whose periodic expression in the zebrafish PSM form and pattern the somites (Oates and Ho, 2002; Pourquié, 2011; Takke and Campos-Ortega, 1999). In particular, *her7* is a regulator of *mespb* expression in forming somites (Choorapoikayil et al., 2012; Oates and Ho, 2002). Expression of *her1* is normal in the PSMs of *Greb1* morphant embryos (M2 0/16; MM 0/19; Fig. 3J,O), but that of *her7* is lost, in both the tailbud and PSM (M2 5/5; MM 0/5; Fig. 3K,P). The latter's loss explains the reduced *mespb* expression and abnormal somite compartmentalisation in *Greb1* morphant embryos.

Together, our experiments support the following model for the *Greb1* morphant phenotypes (Fig. 3S). Axial extension is truncated due to reduced expression of *Ntl* and, thereby, loss of axial progenitors (Fig. 3Q,Q′,R; Martin and Kimelman, 2010), and the segmentation phenotype is caused by loss of *her7*. This model is consistent with the misregulation of *mespb* and loss of more posterior somite boundaries in both *her7* mutants and *Greb1* morphants (Fig. 3A–F, A′–F′; Oates and Ho, 2002). Although we cannot completely exclude the possibility that the morphant morphological and molecular phenotypes are due to off-target knockdowns, this explanation seems unlikely. Each of the splice-blocking morpholinos was independently derived, and so they would not be expected affect similar sets of off-target transcripts. The combination of morphant phenotypes we observe has not previously been described, and we have also shown that they are not due to non-specific morphant toxicity. Future experiments using CRISPR/Cas9 gene-editing will clarify this point and allow further studies of *Greb1* action.

As Greb1, Ntl and Her7 are all transcription factors, some of the effects on gene transcription that we observe may be direct. Greb1 is required for clock output via *her7*, and may also act directly on *mespb*. However, the oscillator circuitry remains intact: morphants retain cyclic *her1* expression and low level, metameric *xirp2* expression (Fig. 3B,C,J,O). The latter idea would explain why *mespb* expression is abolished in the *Greb1* morphants (Fig. 3I,N). Although further experiments will be required to distinguish between direct and indirect actions of *Greb1* and its potential targets, the evolutionarily conserved pattern and time-course of *Greb1* expression that we have shown in mouse, chick and zebrafish (Fig. 2) suggest that *Greb1* is an important component in vertebrate axial patterning.

## MATERIALS AND METHODS

### Maintenance and collection of embryos

E10.5 mouse embryos were collected from *CD1* and *C57Bl/6J* pregnant females (Charles River Laboratories International Inc., UK) in M2 media (Sigma-Aldrich, M7167). Fertilized chicken eggs from Henry Stewart & Co (Louth, UK) were incubated at 37°C, and embryos were staged according to Hamburger and Hamilton (Hamburger and Hamilton, 1992). Adult wild-type zebrafish were maintained at 27°C on a regular 14 h light/10 h dark cycle, and embryos were collected and staged as described by Kimmel et al. (Kimmel et al., 1995). *p53* heterozygous and homozygous mutant zebrafish embryos were obtained by crossing *p53* homozygous female to *p53* heterozygous males (Robu et al., 2007). Animals used in this study were handled by professionals meeting all the requirements of the Animals (Scientific Procedures) Act 1986.

### Transcription profiling

Mouse CNH, PSM and TBM explants per experiment were dissected as previously described (Fig. 1A; Cambray and Wilson, 2002). Approximately 50 pieces of each region were pooled, and total RNA extracted using the RNeasy Mini Kit (Qiagen, cat. no. 74104). Before processing the RNA samples for microarray analysis, their quality was tested using the Bioanalyzer RNA 6000 Pico kit (Agilent, cat. no. 5067-1513). Samples with RNA integrity number (RIN) 8–10 were processed for transcriptional profiling at the Genome Centre (Blizard Institute, Barts and the London School of Medicine and Dentistry) using Illumina ‘Ref6v2’ beads arrays. Two biological and one technical replicate were carried out for each region – CNH, TBM and PSM.

### Microarray data analysis

Analysis was performed using software packages developed for Bioconductor version 2.4.0 and R version 2.9.0. The Illumina dataset were processed using the probe intensity transformation (VST) and normalization (RSN) methods from the ‘lumi’ package (Ihaka and Gentleman, 1996; Team, 2009). Hierarchical clustering was used to assay the reproducibility of the biological replicates. Differential gene expression was assessed between tissue-type replicate groups using an empirical Bayes' *t*-test as implemented in the ‘limma’ package and taking account of replicate group and batch effects (K., 2005). Three comparisons were performed: CNH versus PSM, CNH versus TBM, CNH versus Combined PSM and TBM. The resulting *P*-values were adjusted to control the false discovery rate (FDR) using the Benjamini and Hochberg method. Two lists of differentially expressed genes were produced using different thresholds: (1) all genes that exhibited FDR<0.05 in all three comparisons, or a fold change >1.5 in the same direction in all three contrasts were classified as differentially expressed. (2) ‘Top50’: genes were selected on the basis of FDR<0.05 and an absolute fold change ≥1.5 from the CNH versus PSM comparison, ordered by fold change, and the top 50 most-changed genes were selected and clustered using hierarchical clustering algorithm. Genes from the two lists were combined and used to perform a pathway enrichment and network analysis with MetaCore software from Clarivate Analytics.

### *In situ* hybridisation

We visualised spatiotemporal transcript expression in mouse, chick and zebrafish embryos by *in situ* hybridisation using digoxigenin-labelled antisense RNA probes (Hanisch et al., 2013; Rallis et al., 2010; Stauber et al., 2009). In general, templates for making antisense RNA probes for *in situ* detection of *Greb1* transcripts were generated by RT-PCR of embryonic mRNA, cloning into *PCR2.1-TOPO-TA* vector (Invitrogen; Table S5), linearization using *Spe1* or *Not1*, and transcription by T3 or T7 RNA polymerase. cDNA templates for generating other antisense-RNA probes were obtained from the Julian Lewis lab. Expression patterns were replicated and scored independently by at least two people.

### Morpholino injection

To knockdown zebrafish *Greb1* expression, we injected 2 nl of the following splicing-blocking morpholinos into 1–2-cell embryos at 2–8 ng/µl in 0.4 mM MgSO_4_, 0.6 mM CaCl_2_, 0.7 mM KCl, 58 mM NaCl, 5 mM HEPES pH 7.6; 0.05% Phenol Red: (M1) 5′-GGAAGACTGTAAAAGCTCACCCTCA-3′, (M2) 5′AATACTGAAATCACACCTCTCCTCC-3′ (Fig. S1; Gene Tools, Philomath, OR, USA). Control injections used a mutated M2 oligo (MM) with five nucleotide mismatches: 5′-AATAGTCAAATCAGACCTGTGCTCC-3′. To test for non-specific toxicity, 4 ng/µl of blocking or control morpholino was co-injected with 6 ng/µl *p53* antisense morpholino (Robu et al., 2007). Efficacy and specificity were tested by sizing and sequencing RT-PCR products of total RNA from morpholino-injected embryos, SuperScript III One-Step RT-PCR mix (Invitrogen, #12574035).

## Supplementary Material

Supplementary information

# Supplementary material for: Greb1 is required for axial elongation and segmentation in vertebrate embryos
**Source:** Biol Open. 2020 Feb 11;9(2):bio047290. doi: 10.1242/bio.047290
**Supplement:** Supplementary information

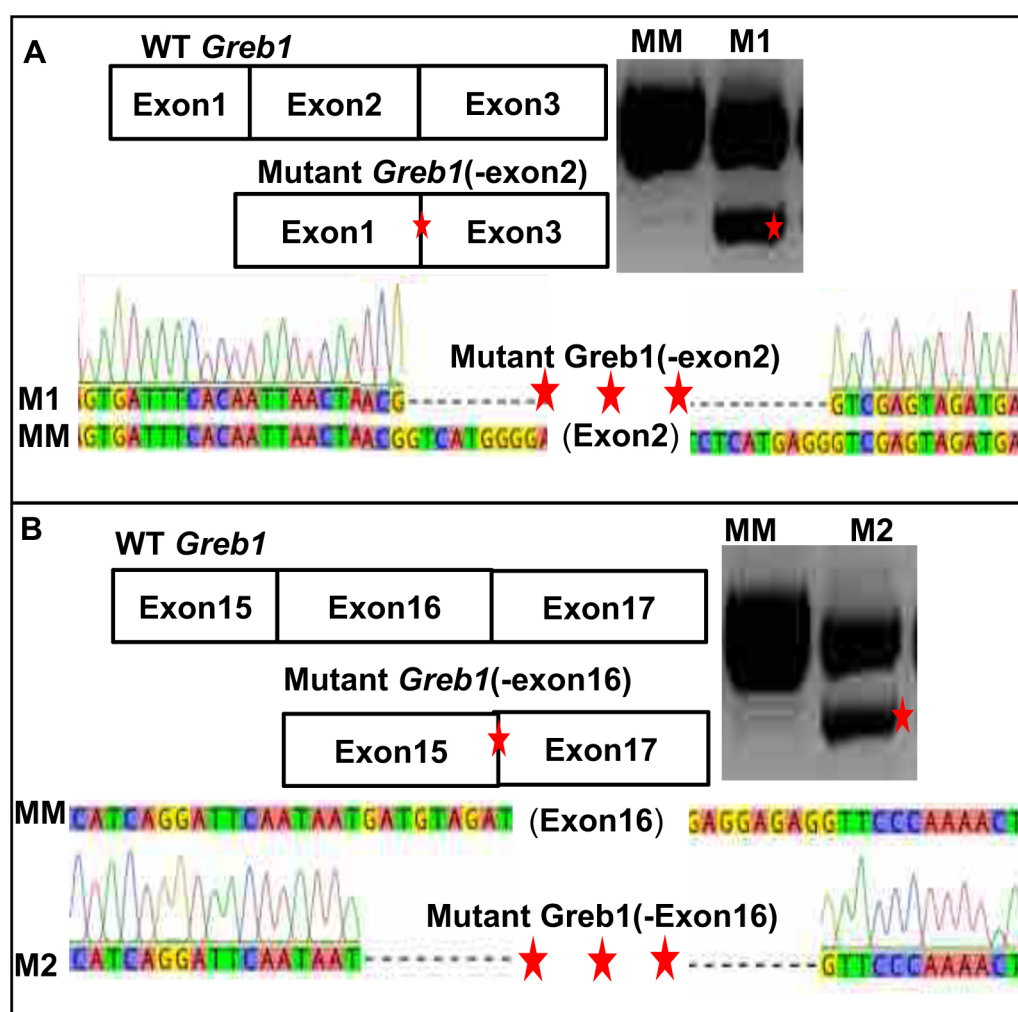

Figure S1

Fig. S1: M1 and M2 morpholinos specifically knockdown *Greb1*: (A) is schematics of *greb1* exon1-3, exon 1 and 3; and 1% agarose gel that shows wildtype and mis-spliced (red star) RT-PCR products. M1 morpholino targets exon2-intron2 boundary, and MM is control morpholino (5-nucleotide mis-matched of M2) chromatogram was obtained from Sanger sequencing for mis-spliced product-deleted exon2. B same as A and B but for M2 morpholino that targets exon16-intron16 boundary.

Table S1: A list of differentially expressed genes. Tab1 pairwise comparisons of CNH vs PSM, and CNH vs TMB. Tab2 differentially expressed gene in CNH vs TBM comparison.

[Click here to Download Table S1](#)

Table S2: The mouse genome informatics (MGI) data show expression of differentially expressed genes in various tissues. Tab1 list of differentially expressed genes and the annotated tissues where these genes express. Green colour show CNH up regulated and red colour CNH down regulated genes. Tab2 and tab3 graphical representation differentially expression genes in various tissues, it is an output from MGI.

[Click here to Download Table S2](#)

Table S3: A comparison of CNH enriched genes with published CNH/NMP transcriptome. Tab1 comparison among CNH and published CNH and NMP data. Tab2 notochord genes which are also enriched in CNH.

CNH-10.5 (Prajapati et al) Notochord genes Wymeer "CNH-10.5" and "Notochoi Neural-Tube (PNT Enriched "CNH-10.5" and "PNT" SZ Genes (Pnt Enriched Genes Olivera-Martinez Et. "CNH-10.5" and "SZ":

Defcr26	Defcr-rs7	Defcr-rs7	Ace2	Adts16	Cdx2
Hap1	Hap1	Hap1	Adcyap1r1	Agg1	Cyp26a1
Hbb-b1	Hbb-b1	Hbb-b1	Alcam	Akap12	Evx1
Klh6	Klh6	Klh6	Ankh	Ankrd50	Fgf8
Ndufa4	Ndufa4	Ndufa4	ApoH	Apip2	Fzd10
Pmp	Pmp	Pmp	Aqp1	Arhgap8	Gja1
Scara3	Scara3	Scara3	Arhgap17	Arid1b	Greb1
Shh	Shh	Shh	Arl4c	Arsb	Hoxc9
Slt2	Slt2	Slt2	Asl1	Astl	Il17rd
AD30080H07Rik	4930533K18Rik	At1	At1	Aviz2	Rspo3
Acot1	Atf4a	C13orf15	C13orf15	Bambi	Slc1a4
Acot7	Bicc1	C1h12orf23	C1h12orf23	Bbx	T
Adamts12	Btg1	C1orf53	C1orf53	Bmp2	Wnt3a
Adrb2	Chrd	C3h2orf43	C3h2orf43	Bms1	Wnt5b
Angpt2	Clusterin	C7orf23	C7orf23	Brwd1	
Anxa3	Cob	C8orf4	C8orf4	C1orf69	
Apod1	Col8a2	C9orf19	C9orf19	C9orf89	
AY761185	Cthrc1	C9orf30	C9orf30	Caprin2	
Bex4	Emp1	Ca2	Ca2	Cbln1	
Bik	Fermt1	Cap2	Cap2	Ccdc28a	
C230098021Rik	Ftr3	Ccdc93	Ccdc93	Ccdc82	
Car14	Foxa1	Cdh4	Cdh4	Ccdc88a	
Ccnd1	Igfbp5	Cited4	Cited4	Cd3e	
Cd40	Lmx1a	Ckb	Ckb	Cdx2	
Cd63	Ly-6H	Cnot6	Cnot6	Clic4	
CD83	Moxd1	Coch	Coch	Cntm8	
Cd86	Nav3	Col14a1	Col14a1	Cnto2	
Cdkn1a	Noto	Ctdipl	Ctdipl	Comtd1	
Cdkn1c	Nrep	Dbb1	Dbb1	Crhbp	
Cdx2	Prickle2	Dhrs3	Dhrs3	Csrnp1	
Centd3	Pitcl1	Dio2	Dio2	Cwc27	
Chic1	Rpm	Ednra	Ednra	Cyp26a1	
Chat7	sc10003799.1_2	Efemp1	Efemp1	Cyp27c1	
Cib1	Sema5a	Emi1	Emi1	Cyt11	
Cpn1	Smoc1	Emi4	Emi4	Dach1	
Crelid1	Sox9	Fabp5	Fabp5	Dbf4	
Crip2	Spef1	Fam5b	Fam5b	Dcdid1	
Cyp26a1	Synpo	Fgf4	Fgf4	Dil1	
D17Wsu92e	Timp3	Fgf2	Fgf2	Dock7	
Ddah1		Flt4	Flt4	Edaradd	
Defcr3		Fn1	Fn1	Egr1	
Defcr6		Fzd7	Fzd7	Enc1	
Defcr-rs10		Gcn7	Gcn7	Epha1	
Defcr-rs2		Gdpd4	Gdpd4	Epha4	
Dock6		Gopc	Gopc	Esrrg	
Dusp4		Grm4	Grm4	Etv1	
Dusp6		Gtf2h4	Gtf2h4	Evx1	
Elf3		Gucy1a3	Gucy1a3	F2f1	
Endod1		Ifnar2	Ifnar2	Fabp6	
Eno3		Itga8	Itga8	Fam171b	
Ets2		Kcnab1	Kcnab1	Farp1	
Etsrp71		Krt14	Krt14	Fgf1	
Etva4		Lgi1	Lgi1	Fgf18	
Eva1b		Lims1	Lims1	Fgf3	
Evx1		Lmo4	Lmo4	Fgf8	
Fgf17		Lmx1b	Lmx1b	Fkbp7	
Fgf8		Loc395991	Loc395991	Frm4b	
Fnbp1		Loc396300	Loc396300	Fzd10	
Foxa3		Loc416235	Loc416235	Gaa2	
Furin		Loc421845	Loc421845	Gfra1	
Fzd10		Loc422305	Loc422305	Gja1	
Gabara1		Loc769266	Loc769266	Gna11	
Gad1		Loc769421	Loc769421	Gna13	
Gcnt2		Lrrm1	Lrrm1	Gnot1	
Gja1		Ltbp1	Ltbp1	Greb1	
Gldc		Ly6e	Ly6e	Hapln1	
Gpr83		Manea	Manea	Has2	
Greb1		Mapkap1	Mapkap1	Hoxc9	
Grina		Metrl	Metrl	Hs5	
Hba-x		Muc5b	Muc5b	Il17rd	
Hopx		Myk	Myk	Il1r1	
Hoxa115		Myo3a	Myo3a	Itga4	
Hoxa7		Ndnf	Ndnf	Kat5a	
Hoxb7		Neurog1	Neurog1	Kiaa0226l	
Hoxc10		Nkx6-2	Nkx6-2	LeP1	
Hoxc6		Ngn1	Ngn1	Lhp22	
Hoxc9		Npr3	Npr3	Loc427799	
Hoxd10		Nr6a1	Nr6a1	Lrig3	
Hoxd12		Olfm1	Olfm1	Lrrc42	
lap		Olfm3	Olfm3	Lrrc45	
Il17rd		Pbn3	Pbn3	Map3a5	
Insr		Pdgfb	Pdgfb	March6	
Irf1		Pla1a	Pla1a	Mettl6	
Kdm7a		Plek2	Plek2	Mid1ip1	
Lhpp		Plscr4	Plscr4	Milt3	
Lmch1		Pppap2a	Pppap2a	Mpd2	
Lis1		Prdm2	Prdm2	Magn1	
Lmo2		Prosl	Prosl	Mx1	
LOC100044177		Prtg	Prtg	Mx2	
LOC100044289		Ptn	Ptn	Mtlf2	
LOC100045413		Pts	Pts	Myc	
LOC100045869		Rarb	Rarb	Myof	
LOC100046775		Rbm24	Rbm24	Nefm	
LOC212390		Rcn1	Rcn1	Nell2	
Ly6a		Rffl	Rffl	Nipa1	
Lypd6b		Rfx4	Rfx4	Nop14	
Mgat1		Robo2	Robo2	Nsg1	
Mmp2		Ror1	Ror1	Nsun2	
Mylc2b		Sdc2	Sdc2	Nsun3	
Ngfr		Sdpr	Sdpr	Ntm	
Notch4		Sfrp2	Sfrp2	Pcy11b	
Notum		Shroom1	Shroom1	Pdap1	
Nup210		Slc39a8	Slc39a8	Pdcd2	
Oat		Slc41a2	Slc41a2	Pde10a	
Ogfr11		Slc7a9	Slc7a9	Pitpnc1	
Olfm13		Smad6	Smad6	Rai14	
Pdia5		Snai2	Snai2	Rasgrp3	
Pgk1		Sntb1	Sntb1	Rbm35b	
Pgm2		Sox18	Sox18	Rgs20	
Pitrm1		Sox3	Sox3	Rock2	
Prr18		Spag9	Spag9	Rora	
Rab8b		Sptlc3	Sptlc3	Rrbp1	
Ramp2		Sqrdl	Sqrdl	Rspo3	
Rasgrp4		St5	St5	S100t	
Rel1		St6galnac2	St6galnac2	Scml2	
Rnf208		Ston2	Ston2	Sdc3	
Rps6ka1		Tiam2	Tiam2	Senp5	
Rspo3		Timp3	Timp3	Slc1a4	
Sali3		Trtb2	Trtb2	Slc37a3	
Samd9l		Ubxd4	Ubxd4	Snai1	
Sbk		Wfdc1	Wfdc1	Spry2	
Scara5		Zeb2	Zeb2	Srd5a3	
Sct				Suc1g2	
Serpine2				Syndig1	
sgk4				Sytl1	
Shc1				Sytl10	
Slc1a3				T	
Slc1a4				Thbs4	
Slc2a3				Tmem100	
Simox				Tmem45a	
Snx11				Tnpo1	
Sp5				Tuba4a	
Strbp				Unc5b	
Susd4				Upp1	
T				Unb2	
Tcea3				Vav3	
Thsd2				Wdr66	
Tmprss2				Wnk2	
Tpd52				Wnt3a	
Tpm1				Wnt5a	
Tril				Wnt5b	
Trim2				Xpc	
Uap111				Ythdc1	
Wfdc2				Zeb1	
Wnt3a					
Wnt5b					
Zcchc18					
Zyx					

Table S4: Results of pathway enrichment analysis (Supplementary Methods) showing the top ten enriched pathways and their associated genes.

P-2, WNT, Cyclin D1																
Enrichment analysis report																
Enrichment by Pathway Maps																
(1) CNH_Vs_PSM.diffGenes.up																
(2) CNH_Vs_PSM.diffGenes.dn																
(3) CNH_Vs_PSM.diffGenes.up																
(4) CNH_Vs_PSM.diffGenes.dn																
#	Maps	Total	min(pValue)	Min FDR	p-value	FDR	In Data	Genes from Active Data	p-value	FDR	In Data	Genes from Active Data				
1	Development Notch Signaling Pathway	43	7.829E-09	8.376E-07	2.594E-01	3.707E-01	1	Furin	7.829E-09	8.376E-07	6	p63, NOTCH1 (NICD), SAP30, NOTCH1 (NEXT), NOTCH1 precursor, NOTCH1 receptor				
2	Transcription Androgen Receptor nuclear signaling	45	5.702E-07	0.00014996	5.702E-07	1.500E-04	6	p21, Frizzled, Shc, MMP	1.520E-01	2.544E-01	1	Frizzled				
3	Development NOTCH-induced EMT	19	4.095E-05	0.00146043	1.241E-01	3.707E-01	1	NOTCH4	4.095E-05	1.460E-03	3	NOTCH1 (NICD), NOTCH1 (NEXT), NOTCH1 receptor				
4	Development Regulation of epithelial-to-mesenchymal transition (EMT)	64	7.567E-05	0.00767064	7.567E-05	7.671E-03	5	NOTCH4, Frizzled, MMP	2.256E-02	2.195E-01	2	Frizzled, NOTCH1 receptor				
5	Cytoskeleton remodeling TGF, WNT and cytoskeletal remodeling	111	1.113E-04	0.00767064	1.113E-04	7.671E-03	6	MRLC, p21, Frizzled, Shc	7.472E-03	1.148E-01	3	MELC, Frizzled, Tcf(Lef)				
6	Development MAG-dependent inhibition of neurite outgrowth	37	1.167E-04	0.00767064	1.167E-04	7.671E-03	4	MRLC, NGFR (ICD), NG	1.267E-01	2.544E-01	1	MELC				
7	Transcription Non-genomic (rapid) action of Androgen Receptor	40	2.617E-03	0.07647765	2.617E-03	7.648E-02	3	Frizzled, Shc, WNT	1.363E-01	2.544E-01	1	Frizzled				
8	Development Melanocyte development and pigmentation	49	4.670E-03	0.08058998	4.670E-03	8.059E-02	3	p90RSK1, Frizzled, WNT	1.644E-01	2.544E-01	1	Frizzled				
9	Cytoskeleton remodeling Cytoskeleton remodeling	102	5.371E-03	0.08058998	5.371E-03	8.059E-02	4	MRLC, p21, Shc, Zyxn	5.295E-02	2.544E-01	2	MELC, Tcf(Lef)				
10	Development WNT signaling pathway Part 2	53	5.822E-03	0.08058998	5.822E-03	8.059E-02	3	Frizzled, WNT, Cyclin D	1.581E-02	1.692E-01	2	Frizzled, Tcf(Lef)				

Table S5. List of primers sequences

**Primer name**	**Sequences (5' to 3')**
mGreb1 For	GCCACGGGGCGTCCGGCCCTTTC
mGreb1 Rev	ACCGCGCTGTGCAGGCGGGGGA
chGreb1-For	ATCCGCAAGGGGAGTCTTTACC-3
chGreb1-Rev	GGTGAGGAGGATGAGGAGGTGA
zGreb1-For	AAGGAGCCACCCCTCTGCACATTCT
zGreb1-Rev	TTAGACGAAACCGCATTCGTCCTC
M1-RT-PCR-for	GGAGTCTGACCGCCAGTGACCAG
M1-RT-PCR-rev	AAGTGCATTACGTCCACATTCATCG
M2-RT-PCR-for	GCTTGTCTCTGAAGGAGGCTGAGCA
M2-RT-PCR-rev	ATTCTCCCTGTGGATCCATGCCAGT

How the deposited data were processed for this re-analysis (not part of the article)

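Gene expression was measured in the CNH, TBM and PSM of mouse embryos at E10.5. About 50 pieces of a region were pooled, and each region was measured on 3 Illumina mouse Ref6v2 BeadArrays, 9 arrays of 45281 probes in all. The paper gives 2 biological replicates and 1 technical replicate per region without naming the technical one, and its methods name 2 mouse strains without assigning them to samples.

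The deposited table of non-normalized data holds a signal intensity on a linear scale for each probe and array, exported without normalization or background subtraction. Beside each signal stands a deposited detection p-value, the share of negative control probes at or above that signal. From the steps of these p-values, the arrays of replicates 1 and 2 carry 936 negative controls and those of replicate 3 carry 908 to 915. For the other table, the authors transformed the signals by VST and normalized them by RSN with lumi under Bioconductor 2.4.0 and R 2.9.0, which gives values on a log2-like scale. The deposited log2 values keep the rank order of the signals on each array (Spearman correlation 1), and their medians are 7.24 to 7.25. The authors then fitted limma with replicate group and batch effects, and analysed pathways with MetaCore.

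Everything was recomputed in R 4.3.3 with limma 3.58.1. Signals were corrected by normexp with controls inferred from the detection p-values (neqc, offset 16), quantile normalized and expressed as log2. Probes with a detection p under 0.01 on all 3 arrays of at least 1 region were tested, 12437 in all. Of the array's probes, 34885 map to 1 gene symbol, 18 to several, and 10378 to none, and 78 had an Entrez number absent from the gene table. Of the tested probes 10857 carry a symbol and 1580 do not, which gives 7820 genes. The table names no probe of T (0 probes).

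The model had a mean for each region and the replicate number as a block, over 9 arrays with 4 residual degrees of freedom. The comparisons were CNH against PSM, CNH against TBM, CNH against the mean of PSM and TBM, and TBM against PSM. Probes were called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5, and a stricter count took 0.01 and 2-fold. The replicate numbers come from the sample titles. As a check of the block, the array values were centred by region and correlated: r was 0.858 to 0.964 between arrays of different regions with the same number, 0.863 to 0.893 between numbers 1 and 2, and -0.930 to -0.895 between number 3 and the others. The block therefore takes up the difference of replicate 3, and numbers 1 and 2 are not paired more closely within their number than across.

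Genes named in the text were drawn by a rule. It took the mouse genes named in the paper's array results, and the 10 largest changes each way between CNH and PSM and between CNH and TBM. It also took the 5 largest each way between TBM and PSM, and up to 4 members of each list. Not all of them are named. Between CNH and TBM, the higher genes Cthrc1 (1.99), Samd3 (1.67) and Tmem35a (1.67) and the lower genes Hspb8 (-0.77) and Nptx2 (-0.76) are among those left out. Fold changes of the paper's Table 1 had been seen when this rule was written. Members of small counts outside the rule are marked as named after their values were seen, and no alternatives were run on them. The brightest probe stands for a gene. For a gene detected on no array of the dimmer region, the lower bound takes the higher of the probe's own value and the lowest value among detected probes on each array.

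The 27 gene lists (545 entries) cover axial progenitors, presomitic mesoderm and segmentation, somites, neural tube, notochord and floor plate, gut endoderm, surface ectoderm, erythroid cells, endothelium, macrophages, responses to FGF and WNT, retinoic acid, the Notch and BMP pathways, anterior, trunk and posterior Hox genes, glycolysis, cell cycle inhibitors and cyclins, proliferation, androgen response, androgen and oestrogen receptor machinery, alpha-defensins, Paneth cells, immediate early and stress genes, and a strain marker. After the list results had been seen, 2 mistaken symbols of glycolysis genes, which the gene table had matched to other genes (Pigq and Eno1b), were corrected. Lists with at least 3 tested genes, 25 of them, were tested by camera with a preset correlation of 0.01, then with an estimated correlation and by fry.

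Precision was tested on simulated data with 200 changed probes among 12437, in a comparison of 3 arrays with 3. Of probes changed 1.5-fold, 16 of 67 were called (23.9%), of those changed 2-fold 52 of 67 (77.6%), and of those changed 4-fold 66 of 66, with 0 false calls by limma. Highest signals were 28844.6 to 42163.4, and 10174 probes were detected on all arrays. A change of exactly 1.5-fold lies on the fold limit of the call, so its low share reflects that limit as well as the number of arrays. The simulation does not separate these. It also changed fewer probes than the 1393 called between CNH and PSM, which makes the adjustment stricter than in the data.

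The alternatives changed the background correction, the offset, the scaling, the values used, the filter, the block, the replicate taken as technical, the thresholds, the arrays in the fit, the variance model, the choice of probe, the distance and linkage, the kind of list test, and left out each array and each replicate number. The authors' database search and pathway software were not used here, nor were zebrafish data or in situ hybridisation.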

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

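The number of probes that differ between the TBM and the PSM, the surface ectoderm list, the probes that set replicate 3 apart and the unnamed probes all lie in data the paper does not report on. Between the TBM and the PSM, which the paper does not compare, 1172 probes differed by limma. Surface ectoderm genes, which the paper does not discuss, had a median log2 fold change of -1.16 between CNH and PSM. Replicate 3 differed from replicates 1 and 2 of the same regions at 6894 probes. Of the probes that differed between CNH and PSM, 163 carry no gene name.

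Both tests on replicate 3 were chosen after the result was seen. Replicate 3 of every region stands apart from replicates 1 and 2: 4050 probes are higher in it (32.6% of those tested) and 2844 lower (22.9%). Over 2328 genes with several tested probes, the correlation between 2 probes of a gene was 0.32 for the replicate 3 difference (95% interval 0.27 to 0.37), beside 0.85 (0.82 to 0.88) for CNH against PSM. The difference of -0.53 (-0.59 to -0.48) argues against embryos of another strain or pool, with genes expressed at another level, as the whole cause. A candidate explanation is a difference in labelling or arrays that acts on single probes, which the low correlation goes with. Sequence variants between strains at single probes stay open.

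The test for notochord cells was chosen after the result was seen, and that for replicate 3 alone before it. CNH pieces lie above TBM pieces in notochord and floor plate genes. Their median difference was 0.31 in replicates 1 and 2 and 0.48 in replicate 3, a ratio of 0.639, which argues against a difference that comes from replicate 3 alone. Of the 11 genes, 7 (63.6%) lie above the median of all genes by more than 2 standard errors: Chrd, Col2a1, Krt18, Ptch1, Shh, Sox5 and Sox9. This share rests on the same genes and differences as the list result and restates it. More notochord and floor plate cells in the CNH pieces and a higher level in the same cells, an untested biological difference between the regions, therefore cannot be told apart.

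Both tests on the alpha-defensins were written before the result was seen, but the reference set and the correlations within regions were added after it. The alpha-defensin probes lie far above the PSM in CNH pieces. Of the 8 other Paneth cell genes on the array, 1 (Lyz1) was detected on all CNH arrays (12.5%), which argues against Paneth cells in the pieces. Lyz1 was also detected on all 3 PSM arrays, at a mean log2 signal of 5.69 beside 5.94 in the CNH. The prediction also covered other gut cells, on which genes of Paneth cells cannot decide. Over the 9 arrays the lowest correlation between 2 of the 4 called probes was 0.963. For reference, 308 other probes were taken that were called above the PSM in both CNH and TBM, and at least 2-fold in the CNH. Of their 47278 pairs 66.8% reached 0.9 or more (median 0.93), so a correlation that high does not set the alpha-defensin probes apart. Within regions, where the difference between regions cannot raise it, the correlation ran from -0.98 to 0.99 between pairs of the 4. One transcript read by several probes and several transcripts therefore cannot be told apart by these values. Apart from Paneth cells no biological explanation was tested.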

How the results depend on the processing

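Each value below comes from changing one choice, or several together where several are named, and the cause was not tested. The order of counts is CNH against PSM, CNH against TBM, CNH against combined, TBM against PSM, those in all 3 CNH comparisons (adjusted p under 0.05 with no limit on fold change), and those at 2-fold and 0.01 between CNH and PSM, beside 1393, 125, 652, 1172, 95 and 597. No background correction gave 734, 60, 274, 615 and, at 2-fold, 253. An offset of 50 gave 884 for CNH against PSM, 340 for combined, 749 for TBM against PSM and 330 at 2-fold. The deposited values gave 279, 15, 77, 242, 58 and 84. No filter gave 20 for CNH against TBM and 16 in all 3. Probes detected on all 9 arrays gave 897, 76, 378, 762, 59 and 328. No replicate block gave 351, 0, 100, 268, 0 and 162, with 229 probes of CNH against TBM at an unadjusted p under 0.05 by limma. There 45.9% of the probes that differ between TBM and PSM were higher in the TBM, beside 668 of 1172. Averaging replicates 1 and 2 gave 31 for CNH against TBM and 24 in all 3. A trend with robust variances gave 154 in all 3. An adjusted p of 0.01 at 1.5-fold gave 22 for CNH against TBM, 0.01 and 2-fold 597, 18, 209 and 494, an unadjusted p of 0.05 and 2-fold 605, 47, 213 and 498, and no fold limit 2311 for CNH against PSM and 1285 for combined.

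Chosen after seeing the data, the deposited values with no filter gave 267, 14, 73, 230, 57 and 75. With an adjusted p of 0.01 as well they gave 225, 6, 60 and 197, and with 2-fold 75, 1, 17 and 69.

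Leaving out replicates or single arrays gave 1262 to 1542, 18 to 172, 507 to 792, 988 to 1320, 14 to 134 and 562 to 657. In all 3 comparisons the count was 16 without replicate 1 or replicate 2, 17 without CNH replicate 1 or TBM replicate 1, 22 without CNH replicate 2, 14 without TBM replicate 2 and 31 without TBM replicate 3. Between CNH and TBM it was 21 without replicate 1 and 20 without replicate 2. Regions forming a cluster ranged from 0 to 3, with 3 without replicate 3, 1 without replicate 3 of any single region, and 3 with the block removed, also from the deposited values. The distance ratio ranged from 1.15 to 1.81. It was 1.43 with replicates 1 and 3 or 2 and 3 averaged, 1.92 with the block removed and 2.04 with the deposited values and the block removed. Probes detected in both CNH and TBM but not the PSM ranged from 79 to 218 (117 without replicate 1, 128 without replicate 2, 218 without replicate 3, 155 without PSM replicate 3), beside 75. Those in the CNH alone ranged from 19 to 161 (61, 77 and 161 without replicates 1, 2 and 3; 39, 48 and 98 without CNH replicates 1, 2 and 3; 38 without TBM replicate 3), beside 17.

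Lists past the test numbered 14, 3 and 13 for CNH against PSM, CNH against TBM and TBM against PSM, and 0, 0 and 0 by camera with an estimated correlation. Between CNH and TBM they numbered 5 with no background correction, no block, replicates 1 and 2 or 1 and 3 averaged, or the deposited values with no filter, 6 with the deposited values, and 1 to 6 with arrays left out. Scaling moved no median of all probes by 0.1 or more. Of 8705 values for 326 results of named genes, 8030 kept their side of the threshold, 610 lost the call, 65 gained one and 0 changed direction. No replicate block ended 103 of these calls and the deposited values 71. Of 2166 values for 75 list results, 2049 kept their side, 46 lost it and 71 gained it.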

Differences from the paper's values

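Here a count differs from the paper's when one is more than 1.5 times the other. A fold differs when, besides that, the gap exceeds the SD of the fold over the 3 replicate numbers under the same setting. For Greb1, and for genes not detected on all 3 arrays of each region, the limit of 1.5 times alone decides. Not differing therefore means within these limits and not equal. The counts here are of probes, whereas the paper counts genes against the PSM and transcripts against the TBM. In named genes, 605 were higher and 407 lower in the CNH than in the PSM, and 255 and 187 at 2-fold and an adjusted p of 0.01. The thresholds stated for the paper's counts differ between its text, Table 1 and Fig. 1C, so the counts here, at an adjusted p under 0.05 and 1.5-fold, do not share one stated threshold with them. Higher in the CNH than in the PSM were 828 probes, beside the paper's 150, and the alternatives set before the data were examined that did not differ were the deposited values (173) and no replicate block (194). Lower were 565, beside the paper's 98, and only the deposited values (106) did not differ. Between CNH and TBM 97 were higher, beside the paper's 12, with the deposited values (13), no filter (18), an adjusted p of 0.01 and 2-fold (18) and the fit without TBM replicate 2 (18) not differing. Lower were 28, beside the paper's 2, with the deposited values (2), no filter (2) and the fit without CNH replicate 2 (2) not differing. At 2-fold and an adjusted p of 0.01, 351 were higher, beside the paper's 53, and 246 lower, beside the paper's 27, and the deposited values gave 55 and 29. None of the other alternatives set before the data were examined met these limits for the paper's counts. Chosen after seeing the values, the deposited values with no filter gave 164 and 103, 12 and 2, and 50 and 25 in the same order, with 136 and 89 for CNH against PSM at an adjusted p of 0.01, and dropped 0 of the 14 genes whose fold was read from the paper.

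The following folds of the paper were read by eye from Table 1. Between CNH and PSM, Greb1 was 6.94-fold higher, beside the paper's about 3.8 in Table 1, with no background correction (5.63) and the deposited values (3.83) not differing. Fgf8 was 13.8-fold higher, beside about 4.0 in Table 1, with the deposited values (4.05) not differing. Cdx2 was 7.27-fold higher, beside about 3.8 in Table 1. For it no background correction (5.77), an offset of 50 (6.41), median scaling (6.75), the deposited values (3.81), replicates 1 and 2 averaged (6.28), and the fits without replicate 1 (6.10), replicate 2 (6.47), CNH replicate 1 (6.65), CNH replicate 2 (6.81), PSM replicate 1 (6.11) and PSM replicate 2 (6.52) did not differ. Evx1 was 15.3-fold higher, beside about 6.0 in Table 1, with no background correction (10.7) and the deposited values (5.97) not differing. Fgf17 was 21.6-fold higher, beside about 7.4 in Table 1, with no background correction (14.2), the deposited values (7.43) and the mean of its probes (14.2) not differing. Defa31 was 94.8-fold higher, beside about 12 in Table 1 for Defcr-rs7, and Cdkn1a 12.2-fold, beside about 2.7 in Table 1, with only the deposited values (11.9 and 2.73) not differing. Tcf15 was 12.0-fold lower, beside about 5.8 in Table 1, and Meox1 13.4-fold, beside about 4.7 in Table 1, with only the deposited values (5.8 and 4.73) not differing. Cxcl12 was 16.9-fold lower, beside about 5.5 in Table 1, with the deposited values (5.5) and the mean of its probes (7.51) not differing. Between CNH and TBM, Igfbp5 was 3.87-fold higher, beside about 2.4 in Table 1. For it no background correction (3.29), an offset of 50 (3.55), the deposited values (2.41), the mean of its probes (3.29), and the fits without replicate 3 (3.28), CNH replicate 3 (3.41) and TBM replicate 3 (3.42) did not differ. Sox9 was 3.43-fold higher, beside about 2.1 in Table 1, with no background correction (2.86), an offset of 50 (3.09), the deposited values (2.15), the mean of its probes (2.16), and the fits without replicate 1 (3.07) and TBM replicate 1 (3.11) not differing. For these folds none of the other alternatives set before the data were examined came within the limits. With the deposited values each of these folds came within them, so the gaps go with the values used. The folds of Sp5 and Wnt3a did not differ. Sp5 was 4.25-fold higher in the CNH than in the PSM, beside about 3.6 in Table 1, and differed under none of its 26 alternatives set before the data were examined. Wnt3a was 9.19-fold higher, beside about 6.0 in Table 1, and did not differ in 22 of 26, the exceptions being replicates 2 and 3 averaged (9.87) and the fits without replicate 3 (12.0), CNH replicate 3 (10.6) and PSM replicate 3 (11.9).

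The paper describes the regions as distinct in hierarchical clustering, whereas 0 of 3 regions formed a cluster here with no block removed, and 3 of 3 did with the block removed. It places Fgf8, Cdx2, Wnt3a, Sp5, Evx1 and Fgf17 among its 10 most enriched genes. Here Fgf17, Evx1 and Fgf8 ranked 3, 4 and 7 among named genes, while Wnt3a, Cdx2 and Sp5 ranked 14, 20 and 52. These ranks rest on the background-corrected values, with genes undetected in the PSM at their fitted folds. No ranks were computed with the deposited values. The paper names androgen receptor nuclear signalling as the pathway most enriched in the CNH. In its Table S4 this holds among genes higher in the CNH. A Notch pathway from genes lower in the CNH has a smaller p there. The androgen response list here had a camera adjusted p of 0.0113, and 12 of the 25 lists had a lower one, of which 9 rose in the CNH, with a different set of genes and another test.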

Other observations

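The TBM was compared with the same PSM arrays as the CNH, so the results of both comparisons are not independent, and the difference between them is the comparison of CNH with TBM. The notochord and floor plate list did not pass between TBM and PSM (median -0.17, camera adjusted p = 0.876). Of 21 axial progenitor genes, 15 were higher in the TBM and 2 lower, or 16 and 2 when adjusted over the list alone (median 1.49, camera adjusted p = 2.48e-13, adjusted p = 0.101 with an estimated correlation). Somite genes fell in 8 of 9 cases (median -1.68) and trunk Hox genes rose in 8 of 9 (median 1.06), both past camera (adjusted p = 9.28e-11 and 1.2e-09) and at adjusted p = 0.0649 and 0.0848 with an estimated correlation. Markers of other cell types moved with these groups. Endothelial genes rose in 6 of 15 cases (median 0.53, camera adjusted p = 1.32e-06) and erythroid genes in 1 of 10 (median 0.35, camera adjusted p = 0.000343), while surface ectoderm genes fell in 5 of 6 (median -1.16, or -1.15 with bounds, camera adjusted p = 2.07e-05). With an estimated correlation these 3 had adjusted p = 0.0848, 0.144 and 0.16. The segmentation list also passed camera, downward, and the FGF, WNT, posterior Hox, glycolysis and alpha-defensin lists upward. None of them passed camera with an estimated correlation (adjusted p = 0.0649 to 0.101). Medians with the deposited values were 0.75 for axial progenitor, -0.37 for somite, 0.62 for trunk Hox, 0.23 for endothelial, 0.21 for erythroid and -0.46 for surface ectoderm genes. With no filter the somite list was at -0.23 and the surface ectoderm list at -0.65, and the somite list was at -0.91 with no background correction and at -1.10 with an offset of 50. By limma, 668 probes (484 named genes) were higher in the TBM and 504 (372 named genes) lower. The largest rises were those of Defa31 at 6.30, Fgf17 at 4.19, Cyp26a1 at 3.94, Defa3, at least 10.6-fold, and Evx1 at 3.89, each in 3 of 3 replicate numbers. The largest falls were those of Meox1 at -3.98, Cxcl12 at -3.90, Msc at -3.84, Mesp1, at least 9.13-fold, and Foxc2 at -3.37, also in 3 of 3. Without the replicate block Meox1 and Cxcl12 lost their calls here (adjusted p = 0.267 and 0.0539). Without bounds, the log2 fold change of Mesp1 was -4.20 without replicate 3 and -4.23 without PSM replicate 3, beside -3.58. The receptor machinery list passed camera in this comparison (median 0.19, adjusted p = 0.0375, adjusted p = 0.146 with an estimated correlation), with Greb1 as its 1 gene called of 5. It no longer passed with median scaling (adjusted p = 0.0545), with the mean of probes (0.0621), or without replicate 2 (0.0578), replicate 3 (0.07), TBM replicate 2 (0.064) or PSM replicate 3 (0.0737), and its median was 0.30 without TBM replicate 3 or PSM replicate 2, 0.11 with the deposited values and 0.07 with no filter.

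The lists of this paragraph compare the CNH with the PSM. Of 10 erythroid genes, 2 were higher, also when adjusted over the list alone: the haem enzyme Alas2 at 0.78 and the regulator Klf1 at 0.66 (median 0.45, camera adjusted p = 7.2e-05, adjusted p = 0.1 with an estimated correlation). Both calls were lost without the replicate block (adjusted p = 0.821 and 0.72) and that of Klf1 without PSM replicate 2, where it fell short of the fold limit (adjusted p = 0.0267). None of 4 macrophage genes passed by limma, nor when adjusted over the list alone (median 0.20, camera adjusted p = 0.327). Of 8 BMP pathway genes, 3 were higher and none lower, also when adjusted over the list alone (median 0.06, camera adjusted p = 0.412): Chrd, the homeobox gene Msx1 at 1.63 and the inhibitor Id1 at 0.81, of which Msx1 and Id1 lost their calls without the block (adjusted p = 0.666 and 0.191). Of 9 immediate early and stress genes, 1 was higher and 2 lower, also when adjusted over the list alone (median -0.12, camera adjusted p = 0.272): Ier3 at 0.84, Jun at -1.31 and Egr1. The call of Ier3 was lost without the block (adjusted p = 1). With the deposited values each of the called genes of these lists (Alas2, Klf1, Chrd, Msx1, Id1, Ier3, Jun and Egr1) fell short of the fold limit (adjusted p = 0.000337, 0.0133, 0.000986, 0.117, 0.0168, 0.0234, 0.00084 and 0.000516), and Msx1 was not called with no filter either (adjusted p = 0.0525). Of the Paneth cell list 2 genes were tested and of the strain marker 1, too few for a test. Of the 8 probes of the strain marker Nnt none was detected on all 9 arrays, though the one detected most often was detected on 8.

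By detection alone, 75 probes (52 named genes) were detected on all CNH and TBM arrays and on no PSM array, 17 (14 named genes) on all CNH arrays alone, 1 on all TBM arrays alone and 58 (48 named genes) on all PSM arrays alone. Against the combined PSM and TBM, 652 probes differed, 421 higher in the CNH and 231 lower, and 95 had an adjusted p under 0.05 in all 3 CNH comparisons in the same direction, with no limit on fold change, 83 higher and 12 lower.

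With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. For CNH against PSM 1 of 10 splits gave as many probes as the real one (1393, highest other 0), for CNH against TBM 1 of 10 (125, highest other 0), for TBM against PSM 1 of 10 (1172, highest other 0) and at 2-fold between CNH and PSM 1 of 10 (597, highest other 0). For lists past the test the numbers were 1 of 10 (14, highest other 11, or 9 among splits that part all replicate numbers), 3 of 10 (3, highest other 5, or 1) and 1 of 10 (13, highest other 10, or 7) in the order CNH against PSM, CNH against TBM and TBM against PSM. Of 100 drawn splits of the 9 arrays, 3 gave as many probes for CNH against combined as the real 652, and 3 as many as the real 95 in all 3 comparisons, a share under 0.05. Among the 15 draws in which each group holds replicates 1, 2 and 3, however, 2 reached the real value for either count, the real draw included. The other of these set the PSM arrays against the rest (1189 and 1146). These 15 draws are too few for a share under 0.05, so they cannot exclude chance among the splits that respect the block. The highest others, 1199 and 1146, come from draws that set the PSM arrays against the rest, which points to the structure of the samples.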
